# Dimethyl itaconate alleviates the pyroptosis of macrophages through oxidative stress

**DOI:** 10.1186/s12865-021-00463-3

**Published:** 2021-11-08

**Authors:** Shan-Shan Huang, Dong-Yang Guo, Bing-Bing Jia, Guo-Long Cai, Jing Yan, Yan Lu, Zhou-Xin Yang

**Keywords:** Dimethyl itaconate, Pyroptosis, Macrophages, Oxidative stress

## Abstract

Macrophages are involved in the pathophysiology of many diseases as critical cells of the innate immune system. Pyroptosis is a form of macrophage death that induces cytokinesis of phagocytic substances in the macrophages, thereby defending against infection. Dimethyl itaconate (DI) is an analog of itaconic acid with anti-inflammatory effects. However, the effect of dimethyl itaconate on macrophage pyroptosis has not been elucidated clearly. Thus, the present study aimed to analyze the effect of DI treatment on a macrophage pyroptosis model (Lipopolysaccharide, LPS + Adenosine Triphosphate, ATP). The results showed that 0.25 mM DI ameliorated macrophage pyroptosis and downregulated interleukin (IL)-1β expression. Then, real-time quantitative polymerase chain reaction (RT-qPCR) was used to confirm the result of RNA-sequencing of the upregulated oxidative stress-related genes (*Gclc* and *Gss*) and downregulated inflammation-related genes (*IL-12β* and *IL-1β*). In addition, Gene Ontology (GO) enrichment analysis showed that differential genes were associated with transcript levels and DNA replication. Kyoto encyclopedia of genes and genomes (KEGG) enrichment showed that signaling pathways, such as tumor necrosis factor (TNF), Jak, Toll-like receptor and IL-17, were altered after DI treatment. N-acetyl-L-cysteine (NAC) reversed the DI effect on the LPS + ATP-induced macrophage pyroptosis and upregulated the IL-1β expression. Oxidative stress-related protein Nrf2 is involved in the DI regulation of macrophage pyroptosis. Taken together, these findings suggested that DI alleviates the pyroptosis of macrophages through oxidative stress.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12865-021-00463-3.

## Background

Macrophages are essential cells of the innate immune system and play critical roles in the diseases such as sepsis [1]. Pyroptosis is cell death but distinct from apoptosis and necrosis. It is a general and natural immune effector mechanism, contributing to the inflammatory reaction in bacterial infections and various noninfectious diseases [2–4]. It is characterized by cell swelling, the formation of holes in the plasma membrane, and the release of pro-inflammatory cytokines, including interleukin (IL)-1β and IL-18. Thus, the process of pyroptosis exerts a dual effect: it protects the body from microbial infections and endogenous hazards, while excessive activation of pyroptosis leads to pathological inflammation [5]. Previous studies [6–8] have shown that macrophage pyroptosis is involved in the development of sepsis and that the regulation of the process pyroptosis may offer novel therapeutic approaches to sepsis.

Itaconic acid is a metabolite produced by the activation of immune cells, especially macrophages. The primary effect of the acid on the cellular metabolism during macrophage activation has been attributed to the inhibition of succinate dehydrogenase (SDH) [9, 10]. In addition, itaconic acid attenuates reperfusion injury by SDH and induces an antioxidant stress response [11]. It has a variety of anti-inflammatory, antioxidant, and immunomodulatory effects [12]. Itaconic acid and its membrane-permeable derivative, dimethyl itaconate (DI), selectively inhibit a subset of cytokines [9], including IL-6 and IL-12. A recent study showed that DI enhanced the survival rate, decreased the serum level of tumor necrosis factor-alpha (TNF-α) and IL-6, and ameliorated lung injury in septic mice. DI also suppressed the lipopolysaccharide (LPS)-induced production of TNF-α, IL-6, and nitric oxide synthase 2 in bone marrow-derived macrophages (BMDMs) [13].

Oxidative stress refers to the imbalance of oxidation and antioxidation in the body under the attack of harmful stimulating factors [14]. Moreover, cardiovascular, neurodegenerative, metabolic, and inflammatory diseases are known to be associated with oxidative stress [15], and the resulting reactive oxygen species (ROS) is considered to be the driving force of pyroptosis [16]. A study revealed that mitochondrial ROS promote macrophage pyroptosis by inducing gasdermin-D oxidation [17].

However, the role and mechanism of DI on macrophages pyroptosis have not yet been clarified. Therefore, in this study, the role and mechanism of DI on macrophage pyroptosis was analyzed by LPS + Adenosine Triphosphate (ATP)-induced pyroptosis model of BMDMs from C57BL/6 mice pretreated with DI.

## Methods

### BMDM isolation, culture, and treatment

Male C57BL/6 mice aged 6–8-weeks-old were purchased from Zhejiang Academy of Medical Sciences, Hangzhou, China. Following euthanasia by cervical dislocation, the lack of heartbeat was confirmed in each animal in accordance with the approved Zhejiang Academy of Medical Sciences protocol. BMDMs from the bilateral posterior femur of mice were rinsed using the DMEM (Genom, Hangzhou, China) medium. BMDMs were cultured in DMEM media supplemented with 50 ng/mL mouse recombinant macrophage colony-stimulating factor, 10% fetal bovine serum (FBS), penicillin (100 U/mL), and streptomycin (100 µM) in a humidified atmosphere containing 5% CO_2_ at 37 °C. After 7 days of culture, the cells were divided into different groups as follows: vehicle; DI (0.25 mM, Sigma, USA) + vehicle; Dimethyl sulfoxide (DMSO, Sigma, USA) + LPS (500 ng/mL, for 4 h, Sigma, USA) + ATP (5 mM, for 1 h, Sigma, USA); DI (0.25 mM, pre-treatment for 2 h) + LPS + ATP; N-acetyl-L-cysteine (NAC, 1 mM, Sigma, USA) or ML385(10 µM, Selleck, China), DI (0.25 mM, con-treatment for 2 h) + LPS + ATP. The concentrations were performed as described [18, 19]. The Ethics committee of the Zhejiang Academy of Medical Sciences approved the experimental protocol. All animal experiments met the ARRIVE guidelines [20].

### Cell viability assay

For cell viability assay, 5 × 10^3^ cells/well were seeded in 0.1 mL of DMEM supplemented with 10% FBS in a 96-well plate and cultured for 24 h, followed by treatment with a gradually increased concentration of DI (0.03125, 0.0625,0.125 and 0.25 mM) for 24 h. Then, 10 µL cell counting kit-8 (CCK-8,7Sea Pharmatech Co.Ltd., Shanghai, China) was added to each well and incubated at 37 °C for an additional 2 h. The absorbance was measured at 450 nm on a microplate reader (Thermo Scientific, San Jose, CA, USA).

### Propidium iodide (PI)-stained fluorescence microscopy

The cell mortality in each group was assessed via PI (BD Biosciences, USA) staining. The cells were incubated in a six-well plate at the density of 5 × 10^5^ cells/mL. The different groups were treated as described above and then incubated with 5 µL of PI for 10 min at room temperature in the dark. Subsequently, the cells were examined under an inverted fluorescence microscope (Nikon, Japan). Red presented PI-positive cells.

### Enzyme-linked immunosorbent assay (ELISA)

Cell-free supernatants were collected from each group and stored at – 80 °C. ELISA kits (Thermo Scientific, USA) for IL-1β was utilized following the manufacturer’s protocol.

### ROS detection

The level of ROS in DI + LPS + ATP group and NAC + DI + LPS + ATP group were detected by the dichlorodihydrofluorescein diacetate (DCFH-DA, Beyotime, China). Briefly, the cells were cultured in 96-well plates, treated as the previously described and incubated with 10 µM DCFH-DA for 30 min at 37 °C. After washing with DMEM thrice, the fluorescence intensity of ROS was detected with a fluorescence microplate reader (Thermo Scientific, San Jose, CA, USA) at 488 nm excitation wavelength and 520 nm emission wavelength. The concentration of ROS was expressed as fluorescence value.

### Real-time quantitative polymerase chain reaction (RT-qPCR) for mRNA expression

Total RNA was extracted from each group using the RNA Rapid Extraction Kit (Yishan, Biotechnology, Shanghai, China) and reverse transcribed into complementary DNA (cDNA) using the ReverTra-Ace-qPCR-RT kit (Toyobo Corporation, Osaka, Japan). Subsequently, qRT-PCR was performed using the SYBR green real-time PCR master mix (Toyobo) on a LightCycler 480 (Roche, Germany). *GAPDH* (glyceraldehyde-3-phosphate dehydrogenase) served as an internal control. 

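The primer pairs of the 10 genes followed by RT-qPCR and of *GAPDH* were aligned to the mouse transcripts of GENCODE release M21 on GRCm38, allowing exact matches of each whole primer. For 9 of the 11 pairs, both primers matched a transcript of the named gene, with amplicons of 81 to 248 bp. For 8 of these 9 pairs, the amplicon crossed an exon junction. The *IL-1β* (*Il1b*) amplicon of 89 bp runs from exon 2 to exon 3 of 7 and spans positions 129369707 to 129370327 of chromosome 2. The *IL-12β* (*Il12b*) amplicon of 180 bp runs from exon 5 to exon 6 of 8 on chromosome 11, from 44410288 to 44411068. The *Gclc* amplicon of 125 bp runs from exon 1 to exon 3 of 16 on chromosome 9, from 77754949 to 77776126. The *Gss* amplicon of 100 bp lies in exons 6 and 7 of 13 on chromosome 2, from 155573170 to 155577615, and the *Acss2* amplicon of 81 bp lies in exons 3 and 4 of 18 of the neighboring gene, from 155549212 to 155549485. The *GAPDH* amplicon of 203 bp lies within exon 3 of 7 on chromosome 6, from 125163167 to 125163369. Neither *Ednrb* primer and not the forward primer of *Edn1*, as printed, had an exact match in any transcript of this release.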

The primers used are listed in Table 1.

**Table 1:** Target primer sequences

Target	Primer sequences
*Gclc* forward	5′-GGGGTGACGAGGTGGAGTA-3′
*Gclc* reverse	5′-GTTGGGGTTTGTCCTCTCCC-3′
*Ednrb* forward	5′-GAACAAGTGCATGCGAAACG-3′
*Ednrb* reverse	5′-ACTCAGCACAGTGATTCCCA-3′
*Gss* forward	5′-AGACCAAAGAAGCTTCCAAGAT-3′
*Gss* reverse	5′-ACCGCATTAGCTGAGCCATA-3′
*Acss2* forward	5′-GACCACCAAGATCACATACC-3′
*Acss2* reverse	5′-TTCTGAATGCCCTGTTTACG-3′
*Layn* forward	5′-CACATCACAGTTTAGGAACTGG-3′
*Layn* reverse	5′-GATGGCTGATGGTACATGAC-3′
*Edn1* forward	5′-TCTCTCTGCTGTTTGTGGCT-3′
*Edn1* reverse	5′-CCAGGTGGCAGAAGTAGACA-3′
*Fscn1* forward	5′-AACATCAAAGACTCCACGG-3′
*Fscn1* reverse	5′-AAGGAAGAAATCCACAGGG-3′
*IL-12β* forward	5′-GGAAGCACGGCAGCAGAATA-3′
*IL-12β* reverse	5′-AACTTGAGGGAGAAGTAGGAATGG-3′
*IL-1β* forward	5′-GCAACTGTTCCTGAACTCAACT-3′
*IL-1β* reverse	5′-ATCTTTTGGGGTCCGTCAACT-3′
*Saa3* forward	5′-TGCCATCATTCTTTGCATCTTGA-3′
*Saa3* reverse	5′-CCGTGAACTTCTGAACAGCCT-3′
*GAPDH* forward	5′-ATCAACGACCCCTTCATTGACC-3′
*GAPDH* reverse	5′-CCAGTAGACTCCACGACATACTCAGC-3′

### Library construction and sequencing

Total RNA was extracted from DMSO + LPS + ATP and DI + LPS + ATP groups using TRIzol (Thermo Fisher, USA). The experiments were performed in independent cultures from three mice. The mRNA was specifically captured using Dynabeads Oligo (dT) 25-61005 (Thermo Fisher, USA) and fragmented using NEBNext®UltraTM RNA Library Prep Kit for Illumina® (NEB, USA). cDNA was synthesized and constructed in the presence of reverse transcriptase (Invitrogen SuperScript™IIReverse Transcriptase, USA) library and sequenced. The processed clean data were aligned to the reference genome, and the expression was annotated and quantified using StringTie (2016) and gffcompare. Finally, gene expression obtained as fragments per kilobase of exon model per million mapped readsexon fragments (FPKM) was evaluated using ballgown.

### Analysis of differential transcripts

The differentially expressed mRNAs were selected with fold-change > 2 or fold-change < 0.5 and *P*-value < 0.05 using R package edgeR or DESeq2, followed by Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses to identify the differentially expressed mRNAs.

### GO functional class and pathway enrichment analysis

The GO database reflects the distribution of the number of differentially significant genes on the GO term enriched in biological process, cellular component, and molecular function in the form of bar charts. KEGG is a database for the systematic analysis of correlations between genes and their coding products, gene function, and genomic information [21]. Also, pathways significantly enriched in expressed genes were identified.

#### Statistical analysis

Data were processed using GraphPad Prism version 7 and presented as mean ± standard deviation (SD), unless stated otherwise. The multigroup comparisons of means were carried out by one-way analysis of variance (ANOVA) test, with post hoc contrasts performed using Tukey’s multiple comparisons test. Paired t-test was used for comparison between groups. *P* < 0.05 indicated a statistically significant difference.

## Results

### Effect of DI on BMDM cell viability

The BMDM cells were treated with different concentrations of DI (0.03125, 0.0625, 0.125, and 0.25 mM) for 24 h. The CCK-8 assay showed that DI-treated groups did not differ in cell viability compared to the vehicle group (*P* > 0.05, Fig. 1).

**Fig. 1:**
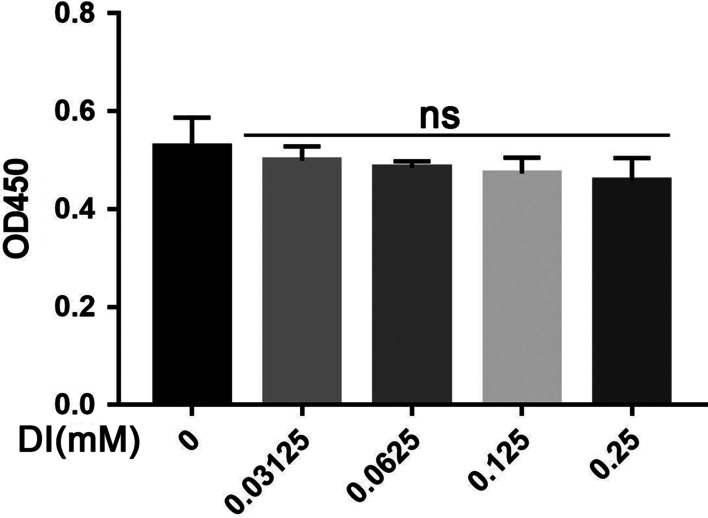
Effect of DI on BMDM cell viability. DI (0.03125, 0.0625, 0.125 and 0.25 mM) was added to cells, and the cell viability was detected after 24 h by CCK-8 *Vs.* Vehicle group; ns: not significant, *P* > 0.05)

### DI ameliorated cell mortality of BMDMs activated by LPS + ATP

The cell mortality of each group was detected by staining the cells with PI (Fig. 2a). As shown in Fig. 2b, the cell mortality of DMSO + LPS + ATP group was 50.27 ± 3.70% compared to the vehicle group was 2.97 ± 0.13%, indicating a significant increase (^****^P < 0.0001), while that of the DI treatment group was 28.80 ± 2.30% compared to the DMSO + LPS + ATP group, indicating a significant decrease (^####^*P* < 0.0001).

**Fig. 2:**
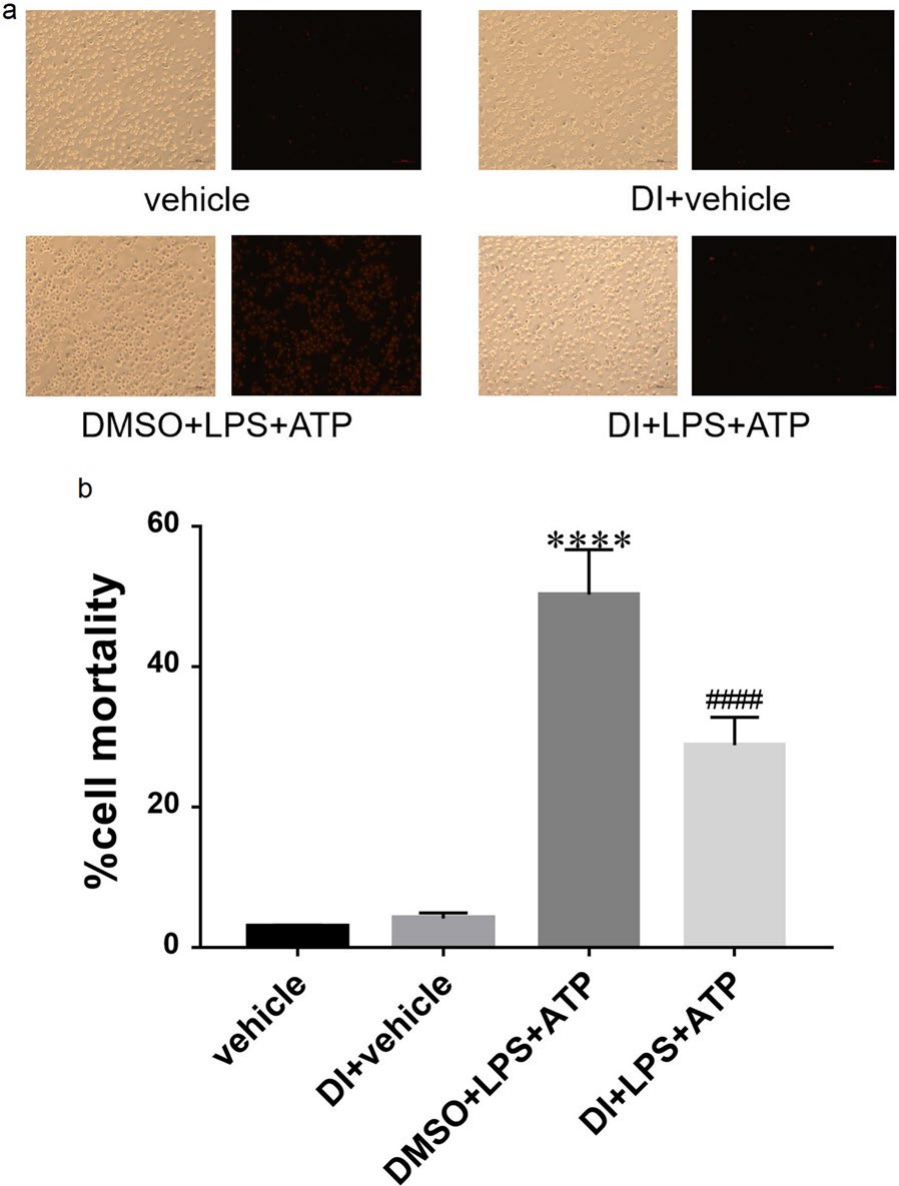
Effect of DI on cell mortality of BMDMs induced by LPS + ATP. **a** The cell mortality was observed by fluorescence microscopy after PI staining. **b** The cell number was quantified by counting in three random at 10×, and the mortality was expressed as mean ± standard error of the mean (SEM) (n = 3 per group, ^****^P < 0.0001 compared to the vehicle group; ^####^*P* < 0.0001 compared to the DMSO + LPS + ATP group)

### DI decreased the level of IL-1β in BMDMs

The level of IL-1β in BMDMs was detected by ELISA and RT-qPCR. As shown in Fig. 3a, LPS + ATP-induced pyroptosis of BMDMs increased the serum levels of IL-1β, while DI treatment reduced the concentration of IL-1β. Similarly, DI treatment decreased the mRNA expression of *IL-1β* (Fig. 3b). These findings demonstrated that DI decreases the level of IL-1β in BMDMs.

**Fig. 3:**
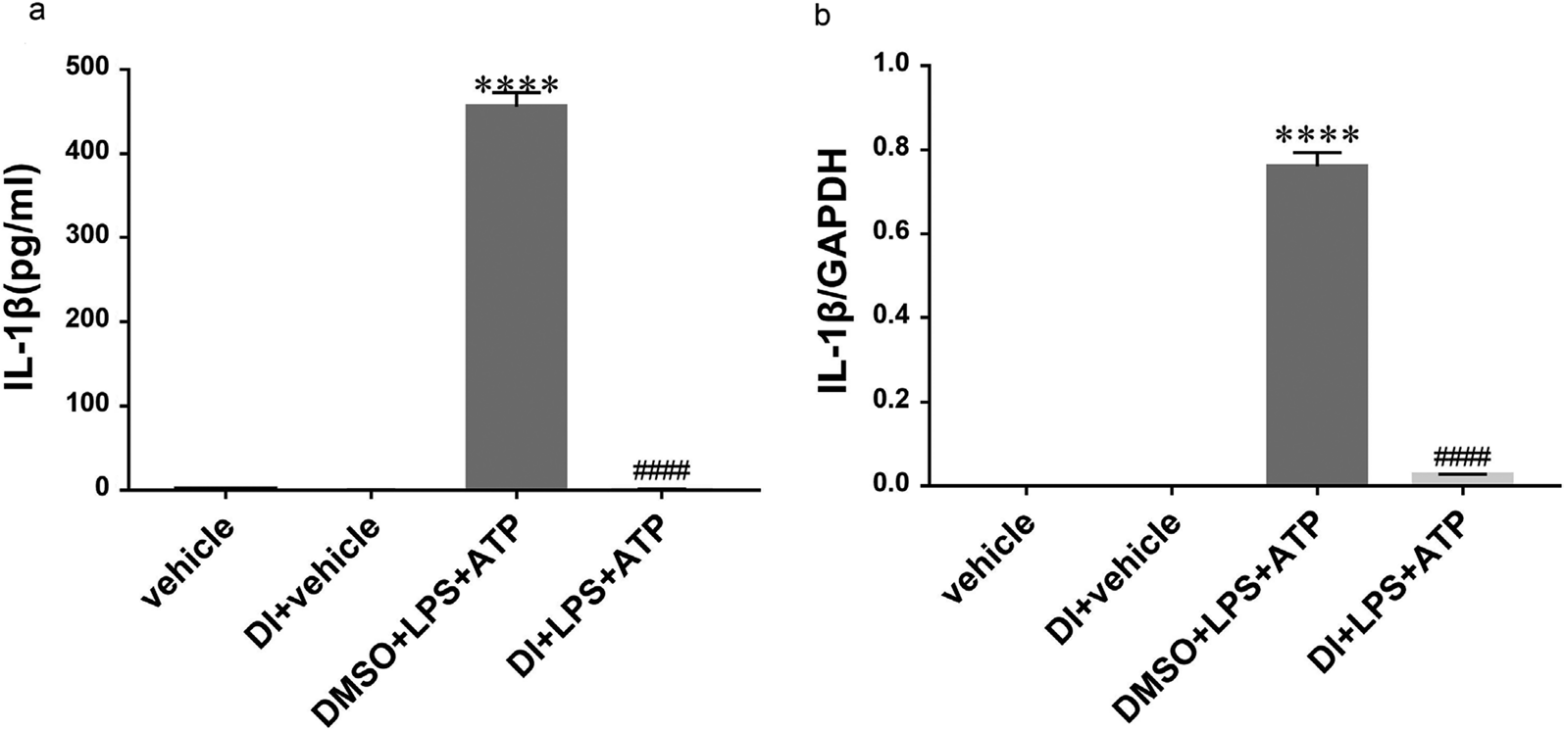
Effect of DI on IL-1β in BMDMs with LPS + ATP-induced pyroptosis. The concentration of IL-1β was detected by ELISA (**a**) and mRNA level was assessed by real-time PCR (**b**). (n = 3 per group, ^****^P < 0.0001 compared to the vehicle group; ^####^*P* < 0.0001 compared to the DMSO + LPS + ATP group)

### mRNA sequencing of DI treatment on the LPS + ATP induced pyroptosis in BMDMs

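BMDMs were pretreated with DI (0.25 mM, 2 h) or DMSO and then treated with LPS (500 ng/mL, 4 h) and ATP (5 mM, 1 h), a treatment that induces pyroptosis. The mRNA of 3 cultures per group was sequenced. The authors aligned the reads, quantified the genes with StringTie and deposited the FPKM and a whole-number count of 55401 genes in each of the 6 libraries. Of these gene identifiers, 99.5% are listed in GENCODE release M21, whose coordinates are on GRCm38. The counts summed to 53470403, 67013057 and 73112757 in the DMSO + LPS + ATP libraries and to 77287270, 72341828 and 64994521 in the DI + LPS + ATP libraries. Low counts pile up at 4 and 8, and the number of sequenced fragments behind these sums is not given with the counts. The counts were normalized by the TMM method and compared between the groups by the two-sided quasi-likelihood test of edgeR. The test covered the 11809 genes with a mean FPKM of at least 0.5 over the 6 libraries. DEGs were called as in the paper's methods, by a fold change > 2 or < 0.5 and an unadjusted P < 0.05. Adjusted P values (Benjamini-Hochberg) cover all genes tested.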

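Under these thresholds, 794 genes were higher and 881 were lower in the DI + LPS + ATP group than in the DMSO + LPS + ATP group, 1675 DEGs in all. With the adjusted P in place of the unadjusted one, 1544 DEGs were called. In 1631 of the 1675 DEGs, the 3 libraries of one group lay all above the 3 libraries of the other, which the selection of the DEGs on the same libraries favors. The biological coefficient of variation was 0.217. The libraries of both groups carry replicate numbers 1 to 3. After the group means were removed, the correlation across genes between libraries of the same number was 0.231, 0.117 and -0.0036, against a mean of -0.0568 between libraries of different numbers. With the replicate number as a block in the model, 772 genes were higher and 876 lower, 1560 DEGs were called by the adjusted P, and 1613 DEGs were shared with the model without the block. When each library was left out in turn, between 755 and 843 genes were higher and between 825 and 914 were lower. Without the filter on low values, which moved the counts most, 1372 of 23880 genes were higher and 1448 were lower. More genes were lower than higher except with limma on FPKM scaled to equal sums, where 828 were higher and 746 lower. The first principal component of the normalized log2 counts held 67.3% of the variance and separated the groups, and the second held 12.2% and set replicate 1 of both groups apart from the others.

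**Figure D1:**
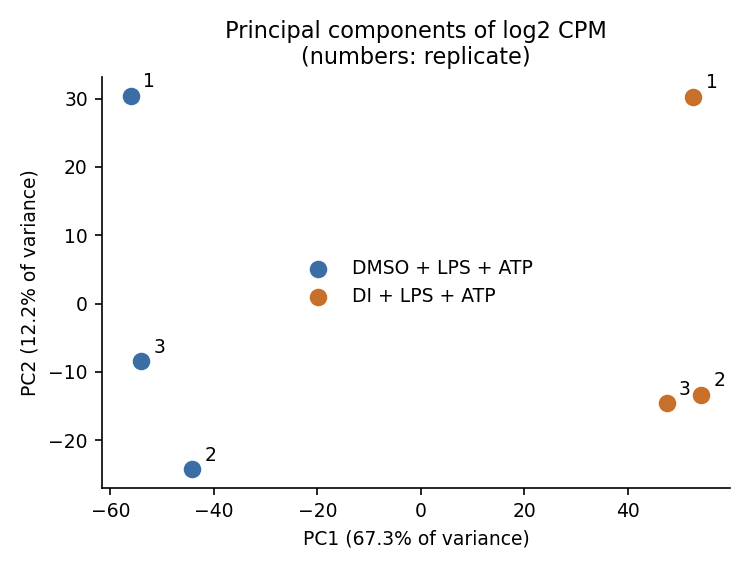
Principal components 1 (67.3% of the variance) and 2 (12.2%) of the normalized log2 counts of the tested genes, 1 point per library, colored by group and numbered by replicate. The groups lie on opposite sides of component 1, and replicate 1 of both groups lies at the top of component 2.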

The comparative analysis of two groups was based on mRNA sequencing that identified 2040 differentially expressed genes (DEGs), including 983 upregulated and 1057 downregulated genes (Fig. 4a/b). 

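The 10 genes of the FPKM plot and the RT-qPCR, *Gclc*, *Ednrb*, *Gss*, *Acss2*, *Layn*, *Edn1*, *Fscn1*, *Il12b*, *Il1b* and *Saa3*, all passed the thresholds in edgeR. *Gclc* (ENSMUSG00000032350, chromosome 9, 77754535 to 77794485) had a log2 fold change of 5.64 (standard error 0.24, n = 3 per group, adjusted P = 1.74e-05 from edgeR). *Gss* (ENSMUSG00000027610, chromosome 2, 155563181 to 155592810) had one of 4.33 (standard error 0.14). *Acss2* (ENSMUSG00000027605, chromosome 2, 155517948 to 155576980) had one of 4.07 (standard error 0.12). *Gss* and *Acss2* lie on opposite strands, and their annotated exons share 395 bases, so that reads from these bases can be counted for either gene. *Ednrb* and *Layn* rose by 5.35 and 4.43 on the log2 scale. Among the downregulated genes, *Edn1* (ENSMUSG00000021367, chromosome 13, 42301476 to 42307990) had a log2 fold change of -5.85 (standard error 0.15). *Il12b* (ENSMUSG00000004296, chromosome 11, 44400063 to 44414033) had one of -5.12 (standard error 0.21), and *Il1b* (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) had one of -4.65 (standard error 0.20). *Fscn1* and *Saa3* fell by 5.77 and 4.78 on the log2 scale. The adjusted P values of the 10 genes lay between 1.62e-05 and 3.15e-05 in edgeR, and with the replicate block they were at most 3.10e-04. All 10 genes passed at 0.05 both after adjustment over these genes alone and after adjustment over all genes tested. In the two-sided exact permutation test each gene had p = 0.1, the smallest value that 3 libraries against 3 allow. Leaving out each library in turn moved the log2 fold changes by at most 0.25, and the block moved them by at most 0.05. The setting that moved them most was limma with a pseudocount of 1, in which *Acss2* had a log2 fold change of 2.33.
Ordered by P among the upregulated genes, *Acss2*, *Gss*, *Ednrb*, *Gclc* and *Layn* held ranks 1, 2, 17, 22 and 32. Among the downregulated genes, *Edn1*, *Fscn1*, *Il12b*, *Il1b* and *Saa3* held ranks 1, 8, 11, 12 and 27. The upregulated genes with the smallest P were *Acss2*, *Gss*, *Serpinb9b*, *Kdm7a* and *Unc5b*, the last 3 with log2 fold changes of 4.24, 3.16 and 3.67. The downregulated genes with the smallest P were *Edn1*, *Cited2*, *AI504432*, *Dusp2* and *Ier2*, the last 4 with log2 fold changes of -2.41, -3.17, -4.49 and -3.75.

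**Figure D2:**
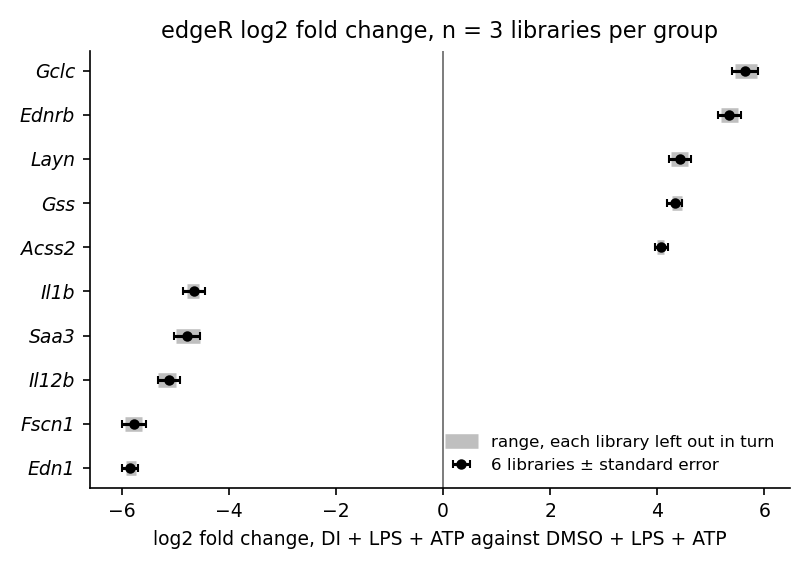
Log2 fold changes of the 10 genes, DI + LPS + ATP against DMSO + LPS + ATP, from edgeR with 3 libraries per group (points, with bars for ± 1 standard error). Gray bands give the range when each library was left out in turn; no band reaches 0.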

The top five upregulated DEGs with the highest significance were *Gclc, Ednrb, Gss, Acss2, and Layn,* and the top five downregulated DEGs with the highest significance were *Edn1, Fscn1, IL-12β, IL-1β, and Saa3*. 

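In FPKM as the authors deposited it, *Gclc* was 5.70 ± 1.74 (SD, n = 3) in the DMSO + LPS + ATP group and 289 ± 18.5 in the DI + LPS + ATP group. *Ednrb* rose from 2.12 ± 0.454 to 87.7 ± 13.8, and *Layn* from 1.93 ± 0.382 to 42.1 ± 5.48. *Gss* rose from 1.53 ± 0.263 to 31.4 ± 1.64, and *Acss2*, which shares annotated exon bases with it, from 0.329 ± 0.039 to 5.71 ± 0.628. *Il1b* went from 3613 ± 670.1 to 147 ± 24.0, and *Il12b* from 756 ± 90.7 to 22.2 ± 5.49. *Edn1* went from 72.2 ± 5.65 to 1.27 ± 0.150, *Fscn1* from 34.2 ± 5.65 to 0.635 ± 0.132, and *Saa3* from 239.6 ± 70.3 to 8.92 ± 0.835. In each of these genes, the difference between the groups exceeded the SD of either group. Of Table S1, 517 genes could be read. All 517 are in the deposited table, and their FPKM values differ from it by at most 0.000471%. Of these genes, 500 passed the filter on low values, and all 500 were called by edgeR in the same direction. Both sets of calls rest on the same 6 libraries. Across the genes, which are not independent replicates, the Pearson correlation between the paper's log2 fold changes and those from edgeR was 0.995.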

In Fig. 4c, FPKM was used from mRNA sequencing results (Additional file 1: Table S1). Real-time PCR was used to verify the expression of these genes (Fig. 4d), indicating that the expression trends of these ten genes were consistent with the sequencing results. All the data were statistically significant (^*^P < 0.05).

**Fig. 4:**
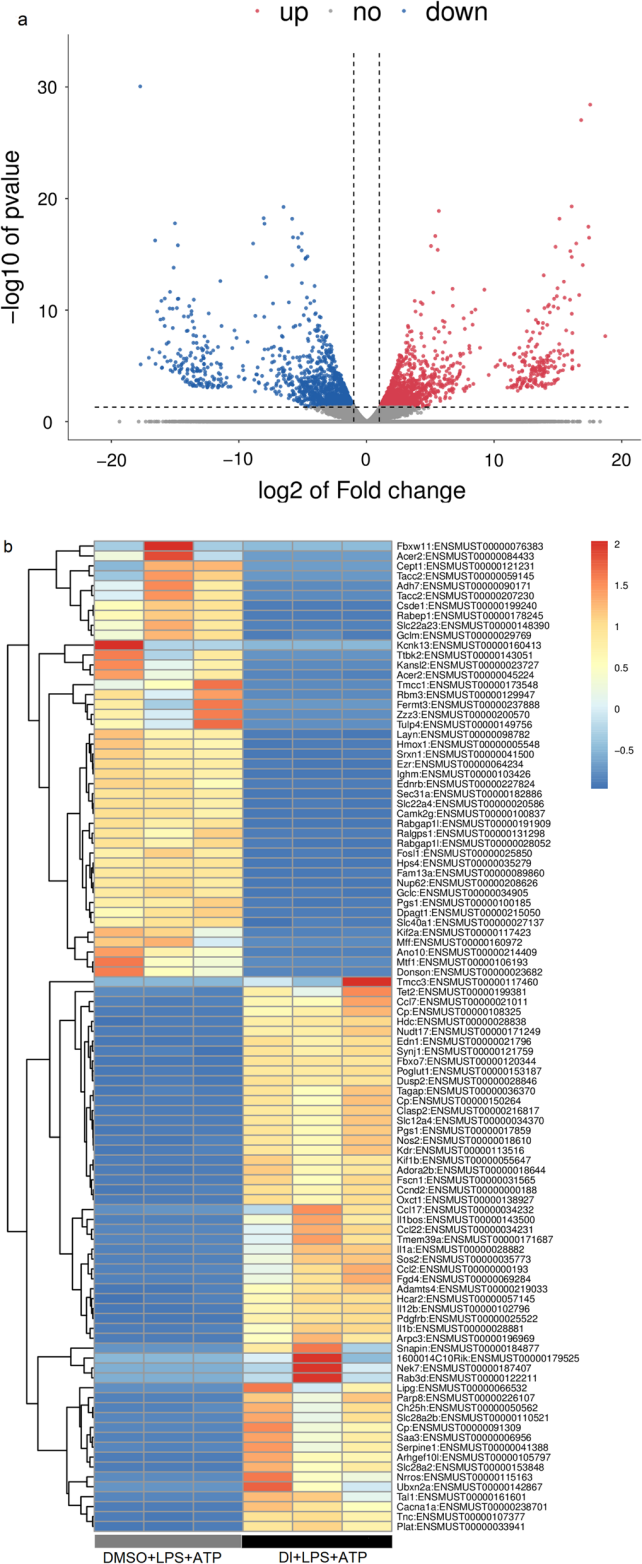

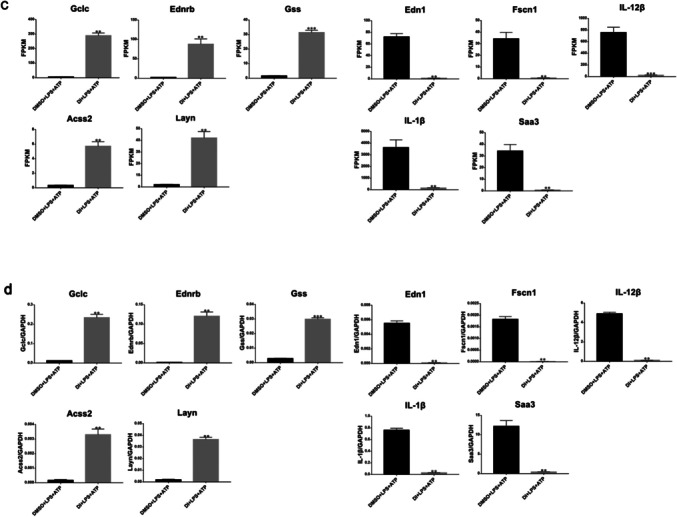
**a** Volcanic plots of sequencing results. **b** RNA-seq cluster analysis (abscissa: samples from different groups, ordinate: differential transcripts). **c** FPKM of sequencing results. d. Verification of mRNA expression of *Gclc, Ednrb, Gss, Acss2, Layn, Edn1, Fscn1, IL-12β, IL-1β,* and *Saa3* by real-time PCR (^**^P < 0.005, ^***^P < 0.001)

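Across the tested genes, which are not independent replicates, the Pearson correlation of the normalized log2 counts lay between 0.974 and 0.982 for libraries of the same group and between 0.916 and 0.938 for libraries of different groups. The largest share of tested genes with identical counts in any pair of libraries was 0.627%. Of the 41 genes whose names could be read in the upper block of the heat map, 38 were higher in the DI + LPS + ATP group, 24 of them as DEGs, with a median log2 fold change of 2.14. Of the 54 genes read in the lower block, 53 were tested and 49 were lower in the DI + LPS + ATP group, 41 of them as DEGs, with a median of -3.95.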

### GO enrichment of DEGs after DI treatment

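For the GO terms, the DEGs were counted among the 9643 tested genes with at least 1 GO term in the annotation of the deposited table, of which 1367 (14.2%) were DEGs. Each of 4968 terms with at least 5 such genes was tested by a one-sided Fisher's exact test, with adjustment over all terms, since the deposited annotation does not separate the ontologies. The adjusted P was below 0.05 for 171 terms, for 190 with the replicate block and for 156 to 192 with each library left out in turn. With all 21970 annotated genes as the background, which moved the number most among settings that kept both directions, 278 terms passed. Of the 472 background genes of signal transduction, 160 were DEGs, 46 higher and 114 lower in the DI + LPS + ATP group, 2.39 times the share in the background (adjusted P = 1.73e-25). This enrichment depended on the background, and was 0.916 against all annotated genes. That background adds genes that were not tested and could not be DEGs. Against it, a term rises if a larger share of its genes was tested than of all annotated genes, and falls if a smaller share was. Positive regulation of transcription by RNA polymerase II held 127 DEGs of 646 genes, a fold enrichment of 1.39 (adjusted P = 0.00313), and cell differentiation held 78 of 350, a fold enrichment of 1.57 (adjusted P = 0.00162). The latter did not pass against all annotated genes (1.36, adjusted P = 0.0712) or with limma at a pseudocount of 1 (adjusted P = 0.0538). Regulation of transcription, DNA-templated held 111 DEGs of 612 genes, a fold enrichment of 1.28 that did not pass (adjusted P = 0.0693). The root term biological process, given to genes without a known process, held 101 DEGs of 879 genes, a fold enrichment of 0.811. Immune response held 65 DEGs of 132 genes (fold enrichment 3.47, adjusted P = 5.58e-19), and inflammatory response held 70 of 183 (fold enrichment 2.70, adjusted P = 2.10e-13). With only the DEGs higher with DI, none of the terms named here passed.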

In Fig. 5, the GO enrichment for the biological process of the enriched genes was signal transduction, biological process, regulation of transcription, DNA-templated, positive regulation of transcription by RNA polymerase II, and cell differentiation. Notably, DEGs were also enriched in the oxidation–reduction in the biological process. 

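The oxidation-reduction process held 66 DEGs of 446 background genes, 41 of them higher and 25 lower in the DI + LPS + ATP group. DEGs made up 14.8% of the genes of the term and 14.2% of the background, a fold enrichment of 1.04 (one-sided Fisher's exact test, P = 0.371). With the replicate block, the fold enrichment was 1.00 (Fisher's exact test, P = 0.511), and with each library left out in turn it lay between 1.00 and 1.09. Without the filter on low values it was 0.994 (Fisher's exact test, P = 0.542). For the DEGs higher with DI alone, the fold enrichment by the same exact test was 1.47 (P = 0.00761, and 0.582 after adjustment over all terms), and for those lower with DI it was 0.706 (P = 0.979). Against all annotated genes of the table, expressed or not, it was 1.31 (Fisher's exact test, P = 0.0144, and 0.178 after adjustment).

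**Figure D3:**
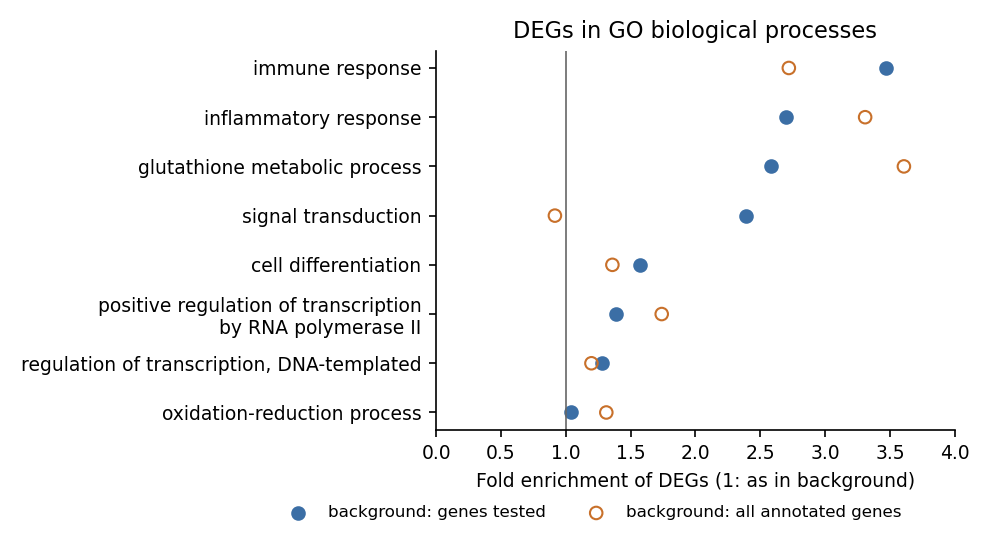
Fold enrichment of DEGs in GO biological processes, 1 line per term, against the tested genes with a GO term (filled points) and against all annotated genes of the deposited table (open points). The line at 1 marks the share in the background; the oxidation-reduction process lies at 1.04 and 1.31, and signal transduction lies at 2.39 and 0.916.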

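Among terms for cellular components, cytoplasm held 560 DEGs, membrane 553, nucleus 441, integral component of membrane 379, plasma membrane 362 and cytosol 333. Relative to the tested genes, DEGs were enriched 1.13 times in membrane (adjusted P = 0.00437) and 1.25 times in integral component of membrane (adjusted P = 2.35e-05). The fold enrichment was 0.986 for cytoplasm, 0.798 for nucleus and 0.923 for cytosol, with an adjusted P of 1 for each. Plasma membrane had a fold enrichment of 1.48 (adjusted P = 3.56e-15), and extracellular space, with 149 DEGs of 423 genes, had one of 2.48 (adjusted P = 1.73e-25). Against all annotated genes, cytoplasm, nucleus and cytosol moved to 1.36, 1.19 and 1.48, and integral component of membrane to 0.911. Membrane (1.01, adjusted P = 0.887) and plasma membrane (1.06, adjusted P = 0.514) no longer passed against that background. With only the DEGs higher with DI, plasma membrane passed (adjusted P = 0.0163), and membrane, integral component of membrane and extracellular space did not.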

The GO enrichment for the cellular component of mainly enriched genes was membrane, cytoplasm, nucleus, an integral component of the membrane, and cytosol. 

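Among terms for molecular functions, protein binding held 566 DEGs of 3775 tested genes, a fold enrichment of 1.06 (adjusted P = 0.336). Metal ion binding held 264 of 1951 (fold enrichment 0.955), identical protein binding 167 of 1072 (1.10, adjusted P = 0.550) and nucleotide binding 145 of 1158 (0.883). The root term molecular function, given to genes without a known function, held 146 DEGs of 1225 genes (0.841). None of these 5 terms passed an adjusted P of 0.05 against the tested genes. Against all annotated genes, protein binding (1.36), metal ion binding (1.20), identical protein binding (1.56) and nucleotide binding (1.31) passed. Their rise over the values above reflects only the larger share of their genes that was tested.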

The GO enrichment for molecular function of mainly enriched genes was protein binding, metal ion binding, molecular function, identical protein binding, and nucleotide-binding.

**Fig. 5:**
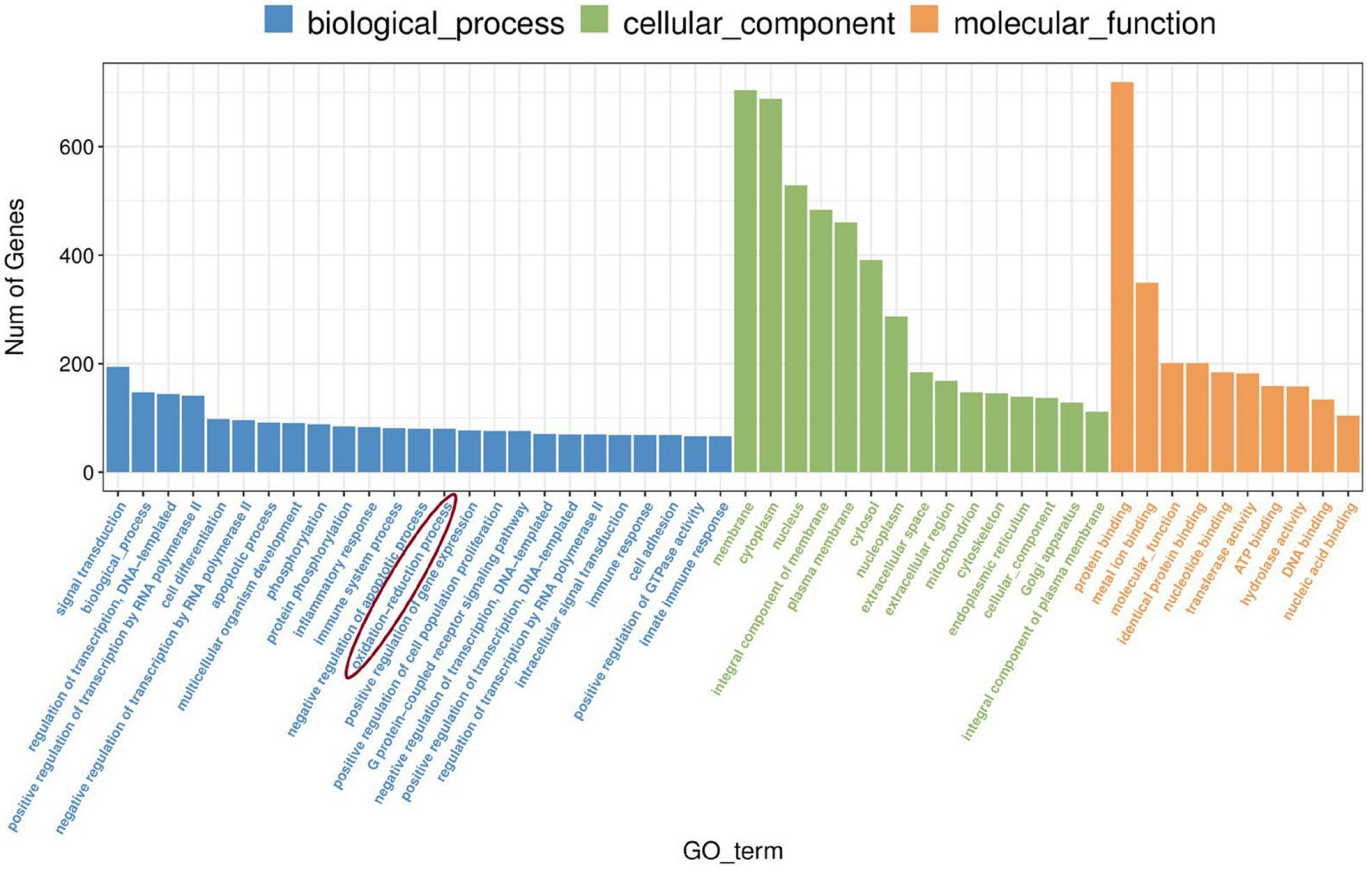
GO enrichment of genes after DI pre-treatment (abscissa: Number of genes, ordinate: GO-term)

### KEGG enrichment of genes after DI treatment

KEGG enrichment was used to explore the changes in the pathway after DI treatment. 

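For the KEGG pathways, 4151 tested genes had at least 1 pathway, and 631 of them (15.2%) were DEGs. Of 308 pathways tested by the one-sided Fisher's exact test, 70 had an adjusted P below 0.05, with 64 under the replicate block and 54 to 81 with each library left out in turn. With only the DEGs higher with DI, which moved the number most, 2 pathways passed, and with only those lower with DI, 69 passed. Cytokine-cytokine receptor interaction had the smallest P, with 63 DEGs of 115 genes, a fold enrichment of 3.60 (adjusted P = 4.83e-21). Malaria held 21 DEGs of 31 genes, a fold enrichment of 4.46 (adjusted P = 4.94e-09). The Jak-STAT signaling pathway held 37 of 94 (2.59, adjusted P = 5.58e-07), and fluid shear stress and atherosclerosis held 37 of 102 (2.39, adjusted P = 3.58e-06). The TNF signaling pathway held 33 of 98, a fold enrichment of 2.22 (adjusted P = 5.24e-05). With the replicate block, the adjusted P of these 5 pathways was at most 5.20e-05.

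**Figure D4:**
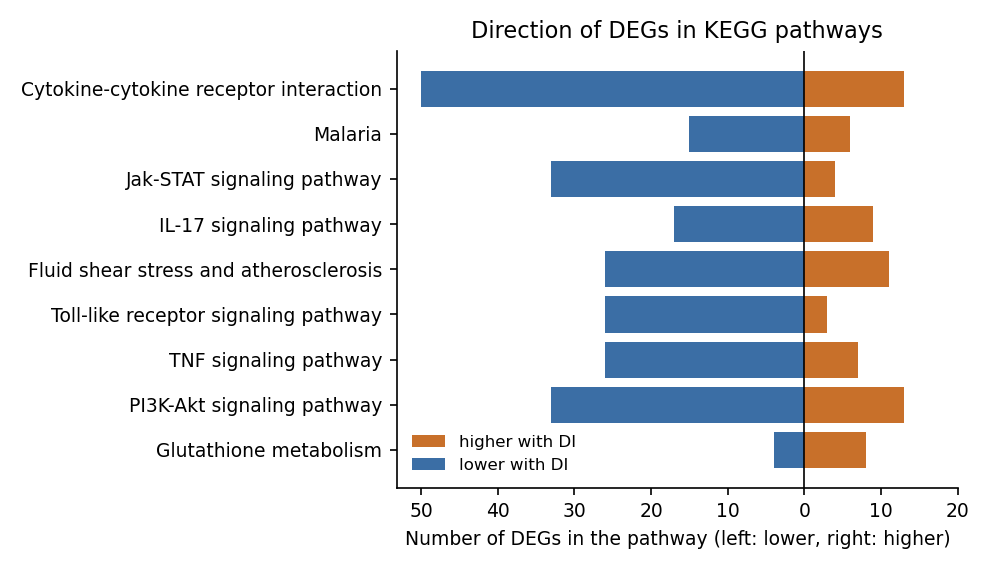
Number of DEGs in each KEGG pathway that were higher (right, orange) or lower (left, blue) in the DI + LPS + ATP group. In cytokine-cytokine receptor interaction, 50 DEGs lie on the left and 13 on the right.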

The KEGG enrichment of mainly enriched genes was cytokine-cytokine receptor interaction, malaria, fluid shear stress, and atherosclerosis, TNF signaling pathway, and Jak-STAT signaling pathway (Fig. 6). Thus, DI mainly affects the expression of inflammatory signaling pathways.

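The DEGs of these pathways were mostly lower in the DI + LPS + ATP group. Of the 63 DEGs in cytokine-cytokine receptor interaction, 50 were lower and 13 higher, and those with the smallest P were *Il12b*, *Il1b* and *Tnfsf15*. In the Jak-STAT signaling pathway 33 were lower and 4 higher, and in the TNF signaling pathway 26 were lower and 7 higher. In malaria 15 were lower and 6 higher, and in fluid shear stress and atherosclerosis 26 were lower and 11 higher. With only the DEGs higher with DI, the fold enrichment of the Jak-STAT signaling pathway was 0.672. It was 3.05 for malaria, 1.78 for cytokine-cytokine receptor interaction, 1.70 for fluid shear stress and atherosclerosis and 1.13 for the TNF signaling pathway. None of these 5 pathways passed with these DEGs alone (adjusted P of at least 0.361). From the pathways enriched among the DEGs, the paper concludes that DI mainly acts on the expression of inflammatory signaling pathways.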

**Fig. 6:**
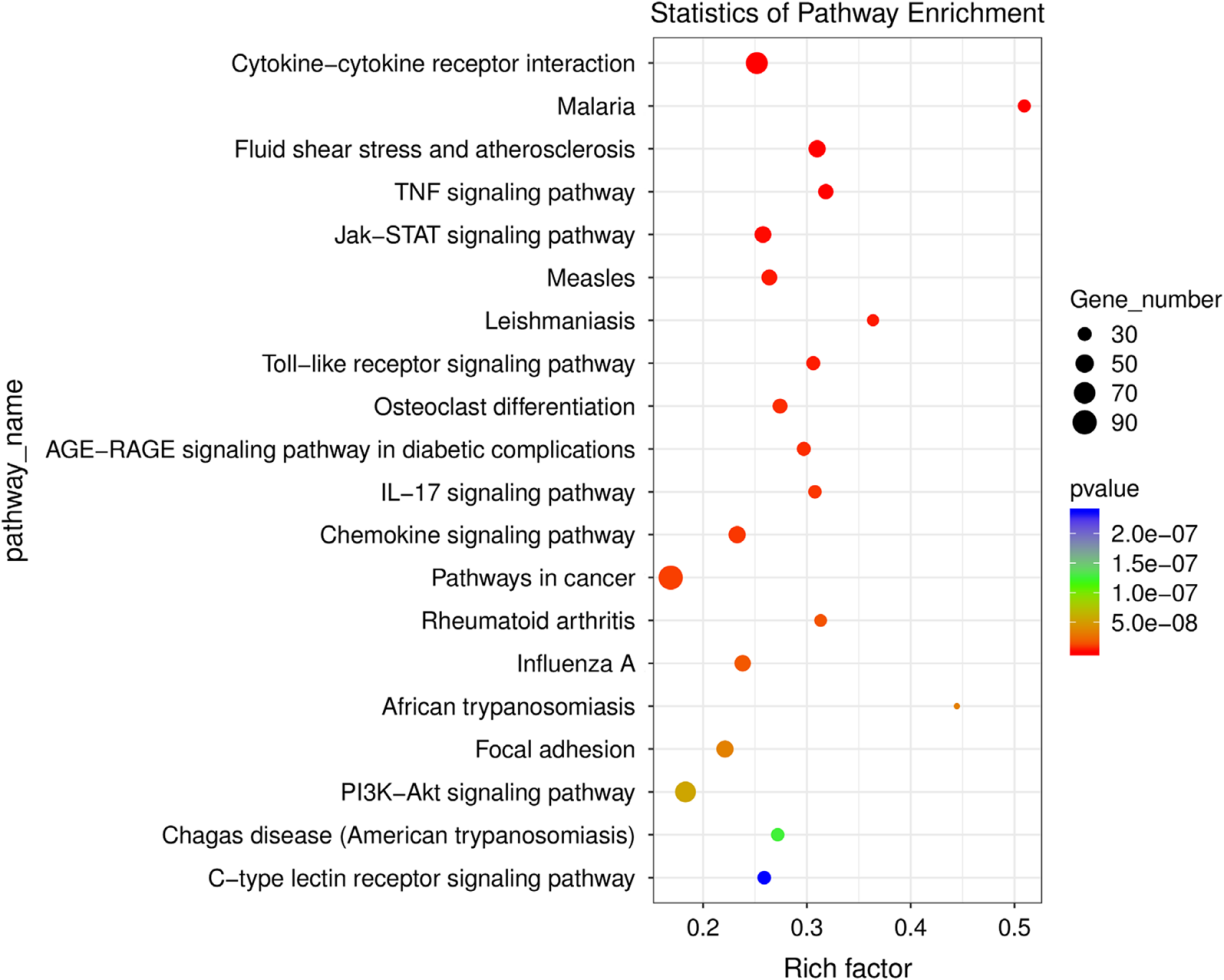
KEGG enrichment of genes after DI treatment (abscissa: pathway name, ordinate: rich factor, higher rich factor value, and pathway enrichment)

### NAC reversed DI effect on the LPS + ATP-induced pyroptosis of BMDMs

Based on the sequencing results, we found that DI significantly upregulated the oxidation–reduction-related genes (*Gclc* and *Gss*), and the differential genes in GO analysis were also enriched in the biological process of oxidation–reduction. Therefore, we speculated that the oxidation–reduction process plays an essential role in the effect of DI; hence, we treated DI-induced macrophage pyroptosis with NAC. 

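In the GO annotation of the deposited table, neither *Gclc* nor *Gss* is assigned to the oxidation-reduction process, whereas *Hmox1*, *Gsr*, *Srxn1*, *Txnrd1* and *Nqo1* are. *Gclc*, *Gclm* and *Gsr* are assigned to the glutathione metabolic process, and *Gss*, *Gclc*, *Gclm* and *Gsr* to the KEGG pathway glutathione metabolism. The glutathione metabolic process held 11 DEGs of 30 tested genes, 7 higher and 4 lower in the DI + LPS + ATP group, a fold enrichment of 2.59 (adjusted P = 0.0509, and 0.114 with the replicate block). It passed in 7 settings: without the filter on low values (0.00284), with filterByExpr (0.00375), against all annotated genes (0.00813), with DEGs by the adjusted P (0.0446), and without DI replicate 2 (0.0156), DI replicate 3 (0.0244) or DMSO replicate 1 (0.0164). Glutathione metabolism held 12 DEGs of 37 genes, 8 higher and 4 lower, a fold enrichment of 2.13 (adjusted P = 0.0321). Its adjusted P was above the threshold with the replicate block (0.0732), in all 7 limma settings (0.0514 to 0.0626), with a mean FPKM of at least 1 (0.0868), without DMSO replicate 3 (0.0689), and with the DEGs of one direction alone (0.127 and 0.844). A list of 5 genes, *Gclc*, *Gclm*, *Gss*, *Slc7a11* and *Gsr*, had been fixed for a test of the list as a whole. It was labeled glutathione synthesis, although not all of its genes are enzymes of that synthesis. The paper had already reported *Gclc* and *Gss* as upregulated in these same libraries. All 5 were higher in the DI + LPS + ATP group, with a median log2 fold change of 3.74 (limma's camera test, two-sided, adjusted P = 2.36e-06 over 12 lists, and 3.64e-05 with the block). This P rests on a preset inter-gene correlation of 0.01 and does not measure the spread between cultures. *Gclm*, *Slc7a11* and *Gsr* had log2 fold changes of 3.74, 2.62 and 2.05. Of these genes, *Gss* shares annotated exon bases with *Acss2*.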

Next, we detected cell mortality by staining cells with PI (Fig. 7a) and the level of ROS by the DCFH-DA in DI + LPS + ATP and NAC + DI + LPS + ATP groups (Fig. 7c). As shown in Fig. 7b, the cell mortality of the NAC + DI + LPS + ATP group (43.5 ± 0.64%) was significantly increased compared to that of the DI + LPS + ATP group (27.67 ± 0.41%), (^####^*P* < 0.0001). And the level of ROS in the NAC + DI + LPS + ATP group was significantly decreased compared to that of the DI + LPS + ATP group (^##^*P* < 0.005). Then, the expression of IL-1β in BMDMs was detected by ELISA (Fig. 7d). Compared to the DI + LPS + ATP group, the level of IL-1β in the NAC + DI + LPS + ATP group increased significantly. These findings proposed that NAC reversed the DI effect on the LPS + ATP-induced pyroptosis of BMDMs.

**Fig. 7:**
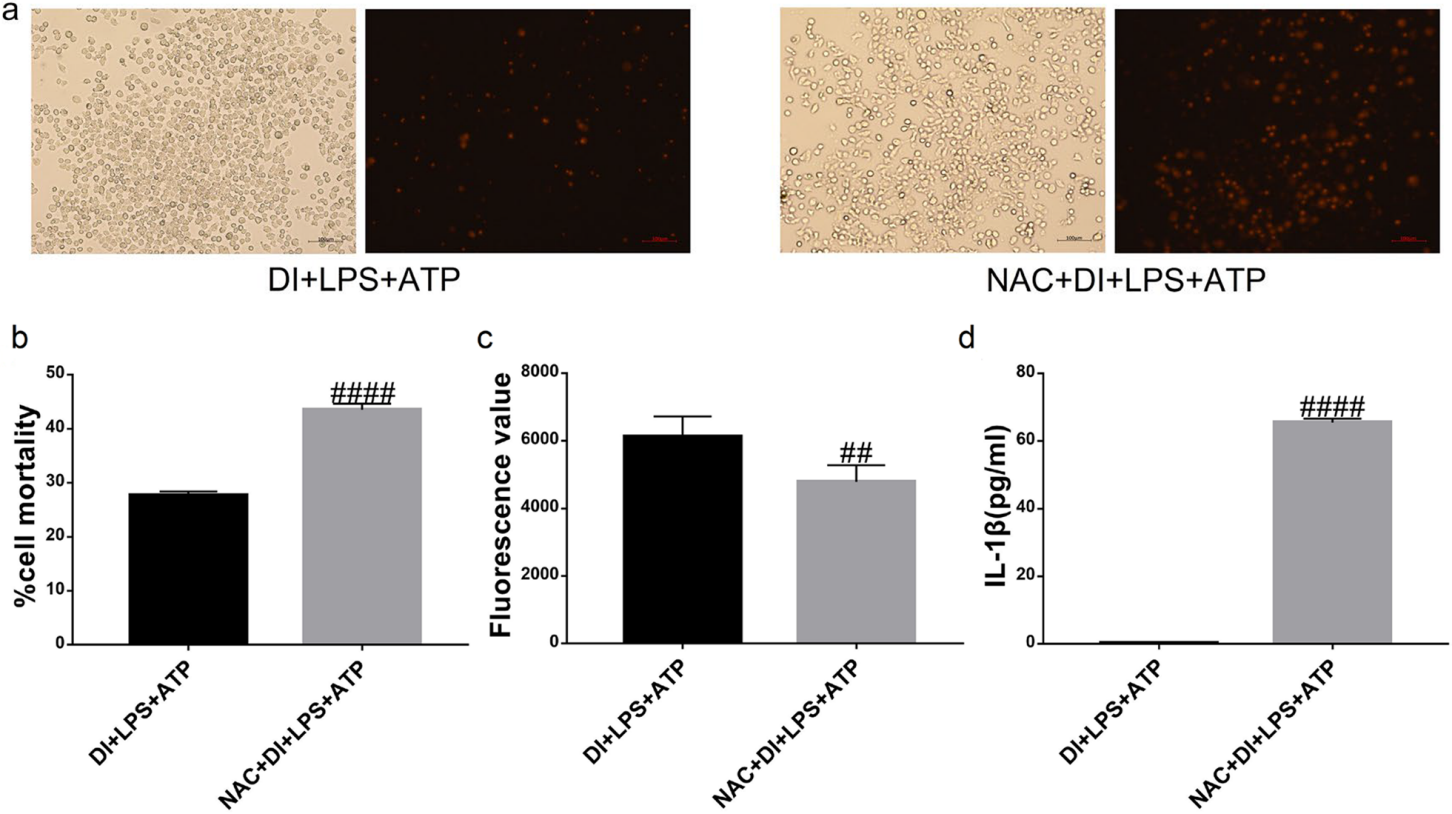
Effect of NAC on DI treatment of LPS + ATP-induced pyroptosis of BMDMs. **a** Cell mortality was observed by fluorescence microscopy after PI staining. **b** The cell number was quantified by counting in three random at 10×, and the mortality was expressed as mean ± SEM. **c** The concentrations of ROS were detected by the DCFH-DA and expressed as fluorescence value. **d** The concentration of IL-1β was detected by ELISA. (n = 3 per group, ^##^*P* < 0.005, ^####^*P* < 0.0001 compared to the DI + LPS + ATP group)

### ML 385 reversed DI effect on the LPS + ATP-induced pyroptosis of BMDMs

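A list of 19 target genes of Nrf2, among them *Gss*, *Gclc* and *Hmox1*, was tested as a whole. All 19 were higher in the DI + LPS + ATP group and 18 were DEGs, with a median log2 fold change of 2.59 (limma's camera test, two-sided, adjusted P = 1.36e-15, and 8.42e-13 with the replicate block). The camera test sets the list against the other genes at a preset inter-gene correlation of 0.01. Its P can be too small where the genes of a list vary together, and does not measure the spread between cultures. *Hmox1* (ENSMUSG00000005413, chromosome 8, 75093621 to 75100589) had an FPKM of 98.4 ± 31.1 (SD, n = 3) in the DMSO + LPS + ATP group and 3261 ± 429.5 in the DI + LPS + ATP group. Its log2 fold change was 5.03 (standard error 0.28, adjusted P = 4.15e-05 from edgeR), which lay between 4.83 and 5.27 with each library left out in turn. It held rank 64 among the upregulated genes. *Srxn1* and *Nqo1* had log2 fold changes of 5.44 and 3.08. *G6pdx*, at 0.82, was the gene of the list below the fold threshold, with an adjusted P of 6.42e-04 from edgeR.

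**Figure D5:**
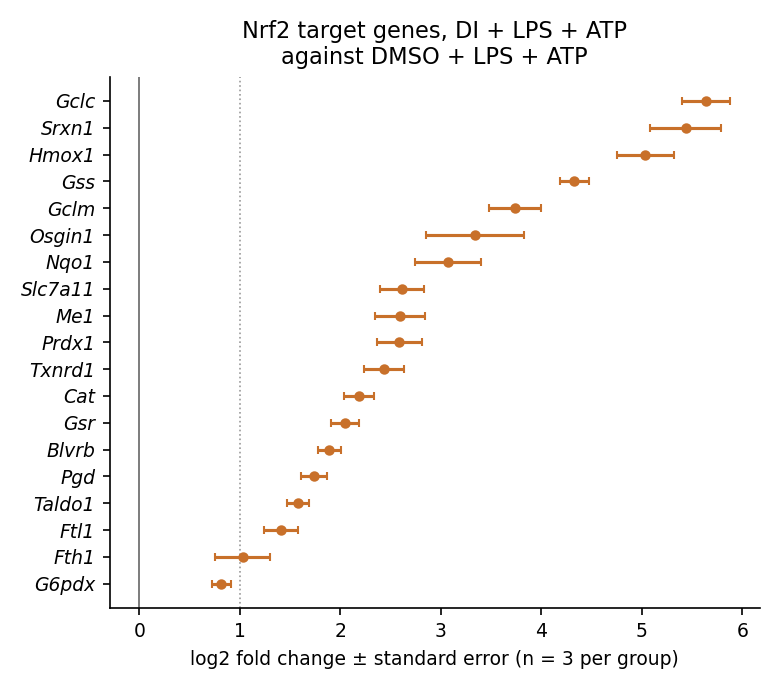
Log2 fold changes of the 19 Nrf2 target genes, DI + LPS + ATP against DMSO + LPS + ATP, from edgeR (points, with bars for ± 1 standard error, n = 3 libraries per group). The dotted line marks the fold threshold; all genes but *G6pdx*, at 0.82, lie above it.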

Among upregulated DEGs with the highest significance, genes like *Gss, Gclc* and *Hmox1* [22, 23], were suggested to be regulated by the transcription factor NF-E2-related factor 2 (Nrf2), an important transcription factor that in response of the cellular oxidative stress. Thus, we co-treated macrophage pyroptosis model with ML385 (Nrf2 inhibitor) and DI. As shown in Fig. 8, ML385 similarly reversed the cell mortality (****P < 0.0001) and the level of IL-1β (***P < 0.0005) of DI effect on macrophage pyroptosis. In summary, these results indicated that oxidative stress-related protein Nrf2 is involved in the DI regulation of macrophage pyroptosis.

**Fig. 8:**
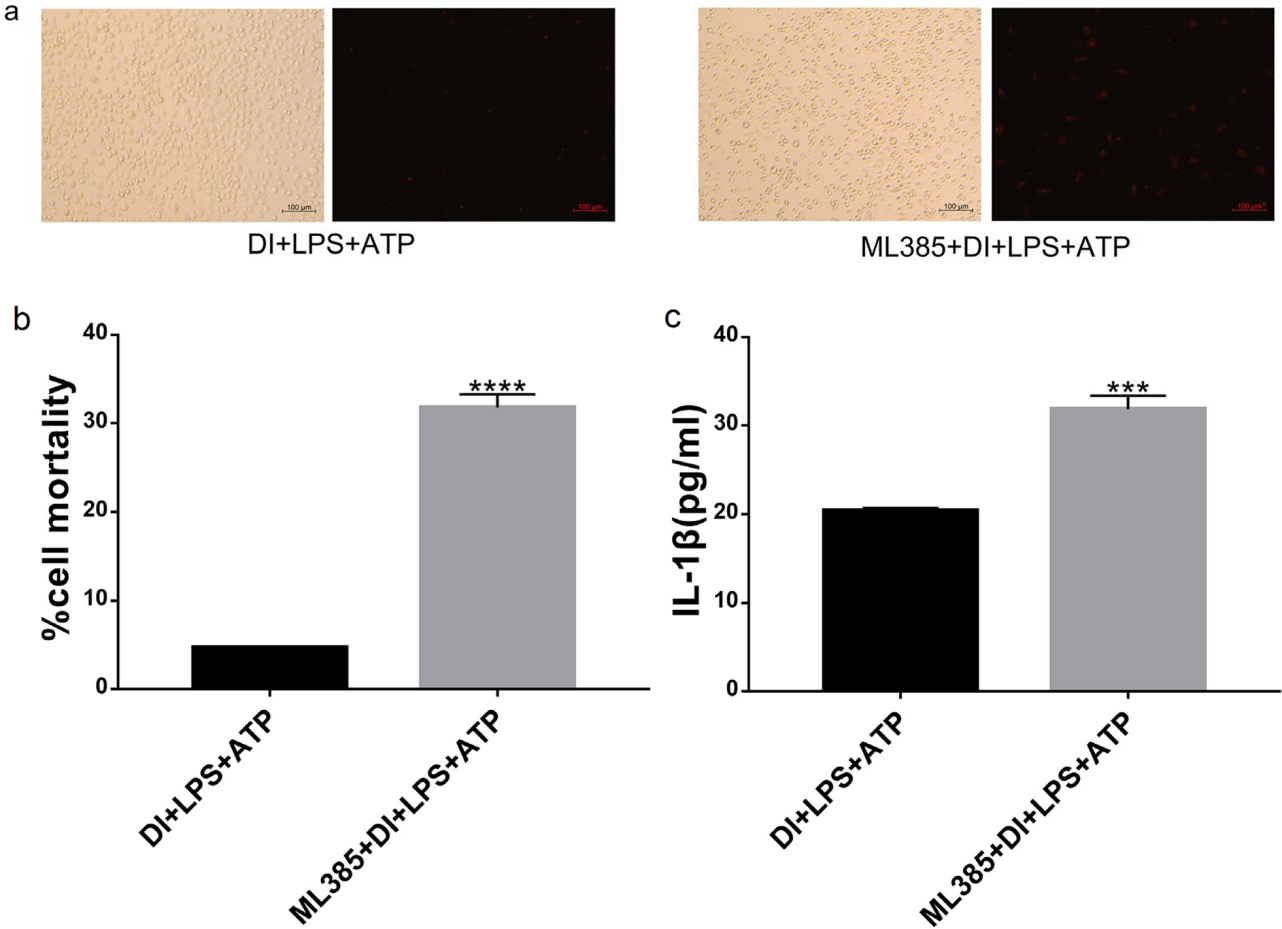
Effect of ML385 on DI treatment of LPS + ATP-induced pyroptosis of BMDMs. **a** Cell mortality was observed by fluorescence microscopy after PI staining. **b** The cell number was quantified by counting in three random at 10×, and the mortality was expressed as mean ± SEM. **c** The concentration of IL-1β was detected by ELISA. (n = 3 per group, ^***^P < 0.005, ^****^P < 0.0001 compared to the DI + LPS + ATP group)

## Discussion

In the current study, we demonstrated that DI improves the cell mortality of LPS + ATP-induced macrophage pyroptosis and reduces the inflammatory factor IL-1β, while NAC could reverse this protective effect. We also used high-throughput sequencing to investigate the DI-treated macrophage pyroptosis and pyroptosis model and found that the upregulated differential genes (*Gclc* and *Gss*) were mainly associated with oxidation–reduction, while the downregulated differential genes (*IL-1β* and *IL-12β*) were associated with inflammatory responses. In the GO and KEGG enrichment analyses, we found that DI affects the biological process, including oxidation–reduction and the inflammatory signaling pathway. Besides, we also found that oxidative stress-related protein Nrf2 is involved in the DI regulation of macrophage pyroptosis. Thus, DI upregulated *Gss* and *Gclc* at the transcriptional level activating the antioxidant stress response and decreasing the level of IL-1β, thereby inhibiting macrophage pyroptosis.

Macrophage pyroptosis is involved in various inflammation-related diseases, such as psoriasis [24], osteoarthritis [25], and sepsis [8], and the associated inflammatory response can be attenuated by inhibiting macrophage pyroptosis. Some studies have shown that the regulation of macrophage pyroptosis mainly consists of Caspase-1-dependent classical pyroptosis pathways and non-Caspase-1-dependent non-classical pyroptosis pathways, which are complex signaling pathways. Moreover, the Keap1/Nrf2/HO-1 pathway can prevent pulmonary ischemia–reperfusion injury by reducing oxidative stress and promoting the antioxidant enzyme activity to inhibit alveolar macrophage pyroptosis [26]. In addition, the inhibition of the TNF-α/HMGB1 inflammatory signaling pathway suppresses macrophage pyroptosis to improve liver and kidney function during acute kidney injury and acute liver failure [27].

Macrophage pyroptosis is one of the ways of macrophage death, in addition to apoptosis and necrosis. A previous study showed that high dose itaconate surrogate 4-octyl itaconate (4-OI) induces apoptotic cell death independently of the classical inflammasome pathway [28]. Currently, there are no studies to confirm the association of DI with apoptosis and necrosis. It has been demonstrated that itaconic acid inhibits the activation of NLRP3 inflammasome in macrophage and reduces the level of IL-1β, which is negatively correlated with the level of intracellularly accumulated itaconic acid. DI is a cell-permeable itaconic acid analogue that is not metabolized to itaconic acid intracellularly, but has a strong electrophilicity and can downregulate the level of IL-1β [29]. The current study also confirmed that DI reduces IL-1β levels and alleviates cell death in macrophage pyroptosis. Nonetheless, additional studies are required to further investigate whether DI is associated with apoptosis and necrosis in the future.

Among the differentially upregulated genes, *Gclc* and *Gss,* were associated with redox response. Gclc and Gss are also key enzymes for glutathione synthesis (GSH). It has an antioxidant effect that maintains the stability of cell redox and avoids mass cell death [17]. Among the differentially downregulated genes, *IL-1β* and *IL-12β* are inflammatory factors. IL-1β is an upstream pro-inflammatory cytokine, and some studies reported that blocking IL-1β also reduces immunosuppression [30], which results in late sepsis. IL-12β is a cytokine of the IL-12 family and a key pro-inflammatory cytokine produced by macrophages [31]. Therefore, DI may further improve the inflammatory response to sepsis by increasing the level of anti-oxidative stress-related factors and decreasing the expression of inflammatory factors in macrophages at the transcriptional level.

In addition, differentially enriched genes in GO enrichment analysis of biological processes include oxidation–reduction process. Next, we compared cell deaths and IL-1β levels in the DI + LPS + ATP and NAC + DI + LPS + ATP groups by PI staining and ELISA and found that the number of cell deaths and the level of IL-1β was increased by NAC + DI co-treatment. NAC is an antioxidant, and in the presence of redox-active transition metals, it causes biological damage via thiol oxidation by the metal ion followed by the generation of superoxides, H_2_O_2_ and •OH. NAC exerts diverse, complex effects that are largely associated with maintaining the levels of intracellular glutathione (GSH) [32]. Besides, studies [22, 23] showed that Nrf2 could regulate genes, like *Gss, Gclc* and *Hmox1.* We used Nrf2 inhibitor and DI to co-treat the macrophage pyroptosis model, and found that it has a similar effect to NAC. In our study, we found that NAC reduced the level of ROS in the DI + LPS + ATP group and reversed DI effect on macrophage pyroptosis, and oxidative stress-related protein Nrf2 is involved in the DI regulation of macrophage pyroptosis.

Several studies have shown that DI modulates different signaling pathways to exert effects. DI protects against fungal keratitis by activating the Nrf2/HO-1 signaling pathway [33]. It also prevents LPS-induced mastitis by activating MAPK and Nrf2 and inhibits the NF-κB signaling pathway [34] and LPS-induced endometritis by suppressing the TLR4/NF-κB and activating the Nrf2/HO-1 signaling pathway [35]. The immunomodulatory effects of dimethyl chlortetracycline on IL-17-IκBς axis-induced inflammation were observed in an animal model of imiquimod-induced psoriasis [19]. In this study, KEGG enrichment analysis suggested a significant effect of DI on many signaling pathways such as TLR, IL-17, and PI3K-AKT, which are involved in the regulation of oxidative stress processes. Therefore, DI alleviates macrophage pyroptosis, the underlying mechanism is related to the oxidative stress response, but whether it is related to these signaling pathways needs to be investigated further.

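In the sequencing data, the Toll-like receptor signaling pathway held 29 DEGs of 78 tested genes, 26 lower and 3 higher in the DI + LPS + ATP group. Its fold enrichment was 2.45 (adjusted P = 3.10e-05), and with only the DEGs higher with DI it was 0.607. The IL-17 signaling pathway held 26 DEGs of 59 genes, 17 lower and 9 higher, a fold enrichment of 2.90 (adjusted P = 3.58e-06). The PI3K-Akt signaling pathway held 46 DEGs of 190 genes, 33 lower and 13 higher, a fold enrichment of 1.59 (adjusted P = 0.00466). With the replicate block, the adjusted P values of the 3 pathways were 2.83e-05, 3.34e-06 and 0.00704. With only the DEGs higher with DI, the fold enrichment was 2.41 for the IL-17 and 1.08 for the PI3K-Akt signaling pathway, and none of the 3 passed.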

## Conclusions

Taken together, DI alleviates the pyroptosis of macrophages through oxidative stress, which provides an experimental basis for the regulation of sepsis pyroptosis and a theoretical basis for anti-inflammation and suppression of oxidativess stress in clinical sepsis.

## Supplementary Information

**Additional file 1:** The ARRIVE Guidelines Checklist.

## Data Availability

The datasets generated and analysed during the current study are available in the GEO database, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185895 and the data presented in this study are available on request from the corresponding author.

## Abbreviations

DI: Dimethyl itaconate
BMDM: Bone marrow-derived macrophages
LPS: Lipopolysaccharide
ATP: Adenosine Triphosphate
NAC: N-acetyl-L-cysteine
DMSO: Dimethyl sulfoxide
CCK-8: Cell counting kit-8
KEGG: Kyoto Encyclopedia of Genes and Genomes
GO: Gene Ontology
ELISA: Enzyme-linked immunosorbent assay
PCR: Polymerase chain reaction
DNA: Deoxyribonucleic acid
SDH: Succinate dehydrogenase
GSH: Glutathione
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
Edn1: Endothelin 1
Fscn1: Fascin actin-bundling protein 1
IL-12β: Interleukin-12 beta
IL-1β: Interleukin-1 beta
Saa3: Serum amyloid A 3
Gclc: Glutamate-cysteine ligase catalytic subunit
Ednrb: Endothelin receptor type B
Gss: Glutathione synthetase
Acss2: Acetyl-CoA synthetase 2
Layn: Layilin
TNF: Tumor necrosis factor
Hmox1: Heme oxygenase 1
SD: Standard deviation
ROS: Reactive oxygen species
4-OI: 4-Octyl itaconate
Nrf2: NF-E2-related factor 2
DEGs: Differentially expressed genes

How the deposited data were processed for this re-analysis (not part of the article)

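The mRNA of BMDMs was sequenced in 2 groups of 3 libraries, DMSO + LPS + ATP and DI + LPS + ATP, and the samples were grouped by the condition in their labels. The labels name the first group control, and the paper names it DMSO + LPS + ATP. For each library, the authors aligned the clean reads to a reference genome, quantified the transcripts with StringTie and gffcompare, and computed gene values with ballgown. The deposited table gives each gene's expression in FPKM, with 0 written as 1e-04. The authors also deposited expected counts, as whole numbers that were not normalized, and the paper's text does not state how these were made. In the table, 55141 of 55401 gene identifiers are in GENCODE release M21 on GRCm38, and 94.2% of these have the same start and end.

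The test had been planned for FPKM, with limma on log2(FPKM + 0.5). Since the table also held counts, edgeR was used on the counts, as the paper's methods name edgeR or DESeq2. This choice was made after seeing the data, and the planned limma test was kept as an alternative. The counts were normalized by the TMM method and tested two-sided with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. The genes tested were the 11809 with a mean FPKM of at least 0.5 over the 6 libraries. DEGs had a fold change > 2 or < 0.5 and P < 0.05, the paper's thresholds, and counts with the Benjamini-Hochberg adjusted P are given beside them. No covariates were used in this model. The same model was run with the replicate number as a block, because the labels give both groups replicate numbers 1 to 3 and the paper states that the cultures came from 3 mice. The paper's text does not state whether libraries of the same number came from the same mouse, although its statistics name a paired t-test between groups. If they did, the model with the block is the one that follows the design.

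The library sums were 53470403 to 73112757 counts in the DMSO + LPS + ATP group and 64994521 to 77287270 in the DI + LPS + ATP group, with medians of 67013057 and 72341828. Counts of 4 and 8 are more frequent than their neighbors, so the number of fragments, and with it the counting error of low values, is not known. The 3 libraries per group limit the precision more than the depth does for well-expressed genes, and single-value comparisons were given a two-sided exact permutation test, whose smallest P is 0.1. On simulated counts with 200 changed genes, edgeR recovered 99.5% of them, and 98% when each fragment added 4 counts. All planted changes lay well beyond the fold threshold, in far fewer genes than were called here, and no replicate effect was simulated. These shares therefore do not give the recovery of genes changed by close to the threshold.

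GO terms and KEGG pathways were taken from the deposited table. The background was the tested genes with at least 1 term (9643 for GO, 4151 for KEGG), and terms with at least 5 background genes were tested by a one-sided Fisher's exact test. The adjustment was over all GO terms together, although it had been planned within each ontology, because the table does not give the ontology of a term. Of 15 lists of genes written beforehand, the 12 with at least 3 tested genes were compared as a whole by camera of limma 3.58.1 with an inter-gene correlation of 0.01, two-sided, with adjustment over the 12 lists. The lists cover pyroptosis, Nrf2 targets, glutathione and sterol synthesis, primary and secondary inflammatory responses, interferon, ATF4 and heat shock responses, DNA replication, NADPH oxidase, and itaconate and succinate. Markers of neutrophils, lymphocytes and fibroblasts had fewer than 3 tested genes.

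The genes named were chosen by a rule: the 10 genes of Fig. 4c, *Hmox1*, *GAPDH*, the 5 genes with the smallest P in each direction, the members of the lists, and the 3 DEGs with the smallest P in each term discussed. These choices, the thresholds, the filter and most alternatives were made before the data were examined. The alternatives were pseudocounts of 0.1 and 1, quantile normalization, FPKM scaled to equal sums or by median-of-ratios factors, and no intensity trend, each in limma. In edgeR they were no filter, a filter at a mean FPKM of 1, the block, each library left out in turn, the ratio of group mean FPKM as the fold change, adjusted P, other backgrounds and each direction alone. DESeq2 1.42.0, counts divided by 4, the filterByExpr filter and median-of-ratios factors in edgeR were added after seeing the data. Of Table S1, 517 genes were read, and the names of 95 genes were read from the heat map of Fig. 4b. Primers were compared with the GENCODE transcripts as exact strings. Enrichments were computed with Python 3.11.15 and scipy 1.17.1. The RT-qPCR, ELISA, cell mortality and ROS measurements, and the experiments with NAC and ML385, were not analysed here.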

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

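The tests of the lists below against GC content and length, depth and the most abundant genes, and the tests of the mitochondrial share and of the mix of dying and living cells, were chosen only after the results of the lists had been seen. Of the 12 gene lists tested, 5 differed between the groups by the adjusted P of the camera test. Each drew attention because the difference was also present in members that the paper does not name among its sequencing results. The medians given here leave out the genes it names there, the 10 genes of Fig. 4c and *Hmox1*, called the paper's genes below. The members left in include some that its text names elsewhere, such as IL-6, IL-18, NLRP3 and Caspase-1. The adjusted P values are for the whole lists. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave 5 lists or more, the real split and another one that also parts all 3 same-numbered pairs. The other splits gave from 1 to 5 lists, although they gave 0 DEGs by the adjusted P, so the P values of the camera test can be too small. Each of them sets 2 libraries of one group and 1 of the other against the rest, so it keeps part of the difference between the groups, and 10 splits cannot give a share below 0.1. By this count alone, the number of lists cannot be told apart from chance, and the count says nothing on any single list.

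The Nrf2 targets without the paper's genes had a median log2 fold change of 2.31, with all 16 higher in the DI + LPS + ATP group. The list as a whole had an adjusted P of 1.36e-15 (8.42e-13 with the replicate block, and from 2.52e-22 to 8.42e-13 over 19 alternatives). Without the paper's genes, its mean level was higher in each of the 3 DI libraries than in each of the 3 DMSO libraries. After a correction for the GC content and length of the genes, the median was 2.30. With the counts of every library thinned to the smallest total it was 2.31, and without the 50 most abundant genes it was 2.42. The glutathione synthesis list without *Gclc* and *Gss* left 3 genes, all higher, with a median of 2.62 (adjusted P of the whole list 2.36e-06, 3.64e-05 with the block, and from 4.62e-09 to 3.64e-05 over the alternatives). The same corrections gave 2.44, 2.62 and 2.64. The 3 genes are also members of the Nrf2 list, so these lists are not independent.

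The secondary inflammatory response list was written as genes that respond late to LPS, a label not checked for its members, *Nfkbiz* among them. It had a median of -3.84 in 6 genes without the paper's genes. None of these genes was higher in the DI + LPS + ATP group (adjusted P of the whole list 4.54e-06, 3.64e-05 with the block, and from 4.62e-09 to 3.64e-05 over the alternatives). After the corrections for GC content and length, depth and abundant genes, the medians were -3.80, -3.89 and -3.82. The pyroptosis machinery list without *Il1b* had a median of -0.97 in 9 genes, of which 1, *Ninj1*, was higher (adjusted P of the whole list 0.00183, 0.00233 with the block, and from 8.07e-05 to 0.00659 over the alternatives). After the corrections, the medians were -0.88, -0.97 and -0.95. *Il18*, *P2rx7*, *Nek7* and *Pycard* were DEGs in this list, with log2 fold changes of -2.74, -1.46, -1.40 and -1.18. The change of *Nek7* depended on the model, with an adjusted P of 0.0461 in edgeR, and it was above 0.05 in 13 alternatives: with the block (0.0690), in all 7 limma settings (0.0777 to 0.0938), without the filter on low values (0.0632), with filterByExpr (0.0501) and without each DI replicate (0.0775 to 0.124). *Nlrp3* and *Casp1* changed by -0.07 and -0.10, and each changed sign under a scaling given in the next part. Without the paper's genes, the mean level of both lists was lower in each of the 3 DI libraries than in each of the 3 DMSO libraries.

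The sterol synthesis list without *Acss2* had a median of 0.52 in 10 genes, 9 of them higher in the DI + LPS + ATP group, and none of the 10 reached the fold threshold (adjusted P of the whole list 0.00283, 2.75e-04 with the block, and from 2.52e-04 to 0.0130 over the alternatives). The mean level of these 10 genes did not separate the groups, since it was lower in DI replicate 1 (5.77) than in DMSO replicate 2 (5.91). Between libraries of the same number it was higher in the DI library in all 3 pairs (5.77 against 5.32, 6.37 against 5.91 and 6.19 against 5.51). After the corrections, the medians were 0.49, 0.51 and 0.55.

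The 3 corrections moved the medians of the 5 lists little, and corrections that move values little are weak tests of these sources. A swap of single libraries between the groups was not seen, since libraries of the same group correlated more closely (0.974 to 0.982) than libraries of different groups (0.916 to 0.938). This cannot show whether the labels of the whole groups were exchanged. Of the marker lists of other cell types, no neutrophil or lymphocyte gene passed the filter on low values. Only 2 of 5 fibroblast genes did, too few for a test, and both were DEGs lower in the DI + LPS + ATP group (median log2 fold change -1.40). Without the filter, the camera test gave an adjusted P of 0.121 for 4 fibroblast genes. It gave 0.931 for 6 lymphocyte genes and for 3 neutrophil genes. The paper reports more cell death in the DMSO + LPS + ATP group, and loss of RNA from dying cells in that group is an explanation the design leaves open. Counts on the 37 mitochondrially encoded genes made up 2.81, 3.32 and 2.40% of the DMSO libraries and 2.32, 2.09 and 2.00% of the DI libraries (2.85 ± 0.460% against 2.14 ± 0.165%, SD, n = 3, two-sided exact permutation p = 0.1, the smallest 3 against 3 allow). The lowest DMSO library lay 0.0860 percentage points above the highest DI library, as it would if more of the cytoplasmic RNA had been lost in the DMSO + LPS + ATP group. The share could also differ because DI acts on mitochondrial RNA, which was not tested. The share is 1 value per library and does not show how much cell death would change any of the lists.

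A limit on this follows from the paper's mortalities of 50.27 ± 3.70% and 28.80 ± 2.30% (SEM), taken 1 SEM further apart. If gene levels within dying and within living cells were equal in both groups, and a dying cell held no more RNA than a living one, another mix of the 2 would change a log2 level by at most 0.68 upward and by at most -1.70 downward. The medians of the Nrf2, glutathione synthesis and secondary inflammatory response lists lie beyond these limits. Under these assumptions, which were not tested, the mix alone would not account for these medians. Those of the sterol synthesis and pyroptosis lists lie within, and these 2 lists cannot be told apart from an effect of the mix. The limits do not cover changes inside dying cells that differ between the groups. An effect of DI on transcription remains a hypothesis for all 5 lists.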

How the results depend on the processing

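The numbers of DEGs stayed within 1.5 times of 794 higher, 881 lower and 1544 by the adjusted P under most settings. They left this range with limma and a pseudocount of 1, at 481, 564 and 1025, and without the filter on low values, at 1372 and 1448. The limma test with a pseudocount of 0.5 gave 617, 667 and 1237, and shared 1262 of its 1284 DEGs with edgeR. The 10 genes of Fig. 4c and *Hmox1*, 11 genes in all, passed both thresholds in the same direction in each of the 20 alternative settings that give a test. Over these settings and the ratio of group mean FPKM, 0 of 231 log2 fold changes reversed, and the highest adjusted P was 6.33e-04. Of the gene lists, 5 to 6 passed under the camera settings and 7 by the percentile among random lists. The interferon response list did not pass at an adjusted P of 0.0713, and passed under 10 of 19 alternatives, with 0.0132 under the replicate block (0.0132 to 0.343 over the alternatives).

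The number of enriched KEGG pathways was 70, and 2 with only the DEGs higher with DI. The number of GO terms was 171, 2 with only the DEGs higher with DI and 278 with all annotated genes as the background. The fold enrichment of the oxidation-reduction process, 1.04, reversed without the filter on low values (0.994), with filterByExpr (0.987) and with only the DEGs lower with DI (0.706). It passed unadjusted with only the DEGs higher with DI (1.47) and against all annotated genes (1.31). The changes against all annotated genes follow from adding genes that were not tested and could not be DEGs. For the other changes, the cause was not tested.

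With all annotated genes as the background, the direction reversed for signal transduction (0.916), integral component of membrane (0.911), cytoplasm (1.36), nucleus (1.19), cytosol (1.48), metal ion binding (1.20) and nucleotide binding (1.31). With only the DEGs higher with DI it reversed for the Jak-STAT (0.672) and Toll-like receptor (0.607) signaling pathways, protein binding (0.965), cytoplasm (1.05), cytosol (1.08), metal ion binding (1.04) and nucleotide binding (1.22). Cytoplasm, at 0.986, also reversed with limma at a pseudocount of 0.5 (1.01) and 1 (1.00), with quantile normalization (1.03), median-of-ratios scaling (1.01), no trend (1.01) and no filter (1.01), and lay between 0.980 and 1.00 with each library left out. Metal ion binding then lay between 0.937 and 1.00. The median of the DNA replication list lay between -0.056 and 0.25 and that of the heat shock list between -0.11 and 0.16 when each library was left out. The reversals against all annotated genes follow from the genes in that background that were not tested. For the other changes, the cause was not tested.

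Of 143 single genes, 18 reversed in some setting, all with a log2 fold change between -0.16 and 0.14 in edgeR. With limma at pseudocounts of 0.5, 0.1 and 1, *Gapdh* was at 0.015, 0.016 and 0.015, *Dnajb1* at 0.028, 0.030 and 0.027, and *Sdhc* at 0.0013, 0.0013 and 0.0014. Without the trend they were at 0.015, 0.028 and 0.0013. With quantile normalization, the reversed values were *Gapdh* 0.014, *Nlrp3* 0.068, *Casp1* 0.025, *Ptgs2* 0.016, *Ifit2* 0.085, *Rsad2* 0.11, *Dnajb1* 0.024, *Mcm4* -0.016, *Cyba* 0.075 and *Sdhc* 0.023. With equal sums they were *Gapdh* 0.059, *Nlrp3* 5.71e-05, *Dnajb1* 0.072 and *Sdhc* 0.044, and with median-of-ratios scaling in limma *Dnajb1* 0.0072 and *Mcm4* -0.015. Without the filter, *Gapdh* was at 0.00013 and *Dnajb1* at 0.019, and with a mean FPKM of at least 1, *Gapdh* was at 0.0066, *Dnajb1* at 0.024 and *Sdhc* at 0.0023. As the ratio of mean FPKM, these 3 were at 0.0023, 0.024 and 0.0050. With the block, *Dnajb1* was at 0.0019 and *Mcm4* at -0.026. *Dnajb1* was at 0.0046 with DESeq2, 0.017 with counts divided by 4, 0.014 with filterByExpr and 0.0045 with median-of-ratios factors in edgeR. When each library was left out in turn, the ranges were -0.13 to 0.10 for *Gapdh*, -0.57 to 0.45 for *Ptges*, -0.11 to 0.16 for *Ifit1*, -0.24 to 0.13 for *Idi1*, -0.11 to 0.13 for *Dnajb1*, -0.10 to 0.21 for *Hspa8*, -0.15 to 0.20 for *Mcm4*, -0.042 to 0.43 for *Mcm5*, -0.24 to 0.14 for *Mcm7*, -0.14 to 0.29 for *Rrm2*, -0.049 to 0.15 for *Mki67* and -0.068 to 0.018 for *Sdhc*. The cause was not tested.

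Beyond these, the comparisons of single genes with each setting gave 72 weaker, 28 stronger and 1 moved value, those of gene lists 10 stronger ones, and those of terms 30 weaker and 17 stronger ones. *Csf2* was at the floor in all DI + LPS + ATP libraries, so its decrease is known only as a lower bound. The alternatives that put the authors' own P values and calls in place of those made here were not run, because the deposited table does not hold them. The calls of the 517 genes read from Table S1 were compared only gene by gene. DESeq2 was not run for the gene lists. DESeq2, filterByExpr, counts divided by 4 and median-of-ratios factors in edgeR were chosen after seeing the data, as was edgeR itself in place of the planned limma test with a pseudocount of 0.5. The FPKM settings each change the tool together with the scaling or pseudocount. With 3 libraries per group and an unknown number of fragments per count, changes in low-expressed genes are the least certain.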

Differences from the paper's values

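No value that the paper states or shows, and that was also computed here, met the criteria for a difference. This covers the numbers of DEGs, the log2 fold changes of 11 genes in Table S1, and values read by eye from Fig. 5 and Fig. 6. The paper's total of 2040 DEGs, 983 upregulated and 1057 downregulated, compares with 1675, 794 and 881 here. Of the alternatives set before the data were examined, limma with a pseudocount of 1, with quantile normalization, with median-of-ratios scaling and without the intensity trend gave totals of 1045, 1279, 1282 and 1283, which differ from the paper's by more than 1.5 times, and so did limma with a pseudocount of 0.5 (1284), which had been planned as the main test before edgeR was chosen on seeing the counts. The header of Table S1 states a fold threshold other than that of the paper's methods, which was used here. Which of them gave the paper's 2040 DEGs is not known. No setting gave the paper's numbers. The closest totals on each side were 1757, without DMSO replicate 2, and 2435, with the filterByExpr filter, which was added after seeing the data.

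The paper gives *Gclc*, *Ednrb*, *Gss*, *Acss2* and *Layn* as the upregulated genes and *Edn1*, *Fscn1*, *Il12b*, *Il1b* and *Saa3* as the downregulated genes of the highest significance. By the P of edgeR, 2 of the upregulated genes and 1 of the downregulated genes were among the 5 with the smallest P in their direction. The upregulated ones, *Acss2* and *Gss*, were not in every setting: *Acss2* was absent in all 7 limma settings and without DMSO replicate 2, and *Gss* with the replicate block and without DI replicate 1 or DMSO replicate 1. In edgeR, *Layn* and *Saa3* held ranks 32 and 27. With DESeq2, added after seeing the data, 4 and 4 were, and *Layn* and *Saa3* held ranks 18 and 15. With limma on FPKM scaled to equal sums, an alternative set before the data were examined, 2 and 4 were. *Saa3* was among the 5 downregulated genes with the smallest P in the edgeR test without DMSO replicate 2, and *Layn* was among the upregulated ones in no setting run. *Gclc* was among them with DESeq2 and without DMSO replicate 1 or 2, and *Ednrb* with DESeq2 and with limma on FPKM scaled to equal sums. *Il1b* was among the downregulated ones with DESeq2, with limma on FPKM scaled to equal sums and without DMSO replicate 1. *Il12b* was with DESeq2, without DI replicate 3 and with limma at each pseudocount, with quantile normalization and with equal sums. *Fscn1* was with DESeq2, with counts divided by 4 (also added after seeing the data), with every limma setting, without the filter on low values, with the replicate block, and without DI replicate 3 or DMSO replicate 2.

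In the heat map of Fig. 4b, genes of the upper block are colored as higher under the bar of the DMSO + LPS + ATP group and genes of the lower block as higher under the bar of the DI + LPS + ATP group. In the deposited data, 38 of 41 genes read in the upper block were higher in the DI + LPS + ATP group (median log2 fold change 2.14), and 49 of 53 tested genes of the lower block were lower (median -3.95). The direction in the deposited data is also that of Fig. 4c and Table S1.

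The paper states that the DEGs were enriched in the oxidation-reduction process. Here the fold enrichment was 1.04 (one-sided Fisher's exact test, P = 0.371). By the same exact test, the unadjusted P was below 0.05 with only the DEGs higher with DI (fold enrichment 1.47, P = 0.00761) and with all annotated genes as the background (1.31, P = 0.0144), both set before the data were examined. After adjustment over all GO terms these were 0.582 and 0.178, and no setting run passed after adjustment. The paper states that *Gclc* and *Gss* are related to oxidation-reduction, and the GO annotation of the deposited table does not assign either gene to that term.

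The paper names further GO terms as enriched whose DEGs were not more frequent than in the background of tested genes. The fold enrichment was 0.986 for cytoplasm, 0.798 for nucleus, 0.923 for cytosol, 0.955 for metal ion binding, 0.883 for nucleotide binding, 0.841 for molecular function and 0.811 for biological process. Protein binding (1.06), identical protein binding (1.10) and regulation of transcription, DNA-templated (1.28) were above 1 but did not pass after adjustment. With all annotated genes as the background, set before the data were examined, cytoplasm (1.36), nucleus (1.19), cytosol (1.48), metal ion binding (1.20), nucleotide binding (1.31), protein binding (1.36) and identical protein binding (1.56) passed. That background adds genes that were not tested and could not be DEGs, which raises terms whose genes were tested more often. Protein binding also passed without the filter on low values (1.09) and with only the DEGs lower with DI (1.13). Regulation of transcription, DNA-templated passed with limma and a pseudocount of 0.1 (1.32), with a mean FPKM of at least 1 (1.41) and without DI replicate 2 (1.32), DI replicate 3 (1.30), DMSO replicate 2 (1.29) or DMSO replicate 3 (1.32). Molecular function and biological process passed in no setting for which they were tested. The abscissa of Fig. 5 is the number of genes. Ordered by the number of DEGs here, the terms of this paragraph held ranks from 1 (protein binding) to 26 (biological process).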

Other observations

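Both tests of low counts and the comparison of the secondary with the primary inflammatory response were chosen only after values of these genes had been seen, the neighbor test was chosen after both *Acss2* and *Gss* had been seen to rise, and its form without overlapping genes after the result of the first form.

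The real split of the 6 libraries gave 1675 DEGs, and 1 of the 10 splits into 3 and 3, the real one, gave as many. The other splits gave from 36 to 92. By the adjusted P, again 1 of the 10 splits gave as many as the real one, 1544, and the other splits gave 0, with 36 to 92 at an unadjusted P under 0.05. For the number of KEGG pathways, 1 of the 10 splits gave 70, and the others gave at most 5. For the oxidation-reduction process, 4 of the 10 splits gave a fold enrichment of 1.04 or more, with a highest value of 1.44. Among the 4 splits that part all 3 same-numbered pairs, 1 gave as many DEGs as the real split and the others gave at most 69, while 2 gave an enrichment of the oxidation-reduction process as large. The remaining splits part 1 pair each. The numbers of DEGs and of KEGG pathways were thus far from those of the other splits. The enrichment of the oxidation-reduction process in the other splits rests on few DEGs, so this comparison says little about it. With 10 splits the share is fixed by the design at 0.1 or more, so the count alone cannot tell any of these results apart from chance. The other splits also keep part of the difference between the groups.

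A technical source for the DEGs as a whole was looked for. Across the tested genes, which are not independent replicates, the log2 fold change had a Spearman correlation of -0.0439 with GC content and of 0.0967 with transcript length. With the counts of all libraries thinned to the smallest total, 1679 DEGs were called, and without the 50 most abundant genes, 1665. The 10 most abundant genes held 7.16 to 7.69% of the counts in the DMSO + LPS + ATP libraries and 8.99 to 10.7% in the DI + LPS + ATP libraries. None of the 4 tests accounts for the number of DEGs. The thinning and the removal of abundant genes hardly moved the number after normalization and are weak tests, and the loss of RNA from dying cells was not tested for the DEGs as a whole.

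*Acss2* and *Gss*, the upregulated genes with the smallest P, are neighbors on opposite strands of chromosome 2, and their annotated spans overlap by 13800 bases. If reads ran past the end of a strongly changed gene into its neighbor, neighbors on the 3′ side would follow a changed gene more often than neighbors on the 5′ side. Among neighbors within 10 kb whose level was lower than that of the changed gene by at least 3 times, a limit on the level that was set when the test was coded and before its result, 73 of 221 on the 3′ side (33.0%) and 61 of 169 on the 5′ side (36.1%) changed in the same direction as DEGs (two-sided Fisher's exact test, p = 0.591). Of these neighbors, 90 on the 3′ side and 69 on the 5′ side overlap the changed gene and can share reads with it on either side. Without them, the numbers were 33 of 131 (25.2%) and 25 of 100 (25.0%, two-sided Fisher's exact test, p = 1). The 3′ side was thus not favored in either form, which does not exclude read-through at single genes. *Acss2* and *Gss* overlap, so the second form does not test them. The annotated exons of *Acss2* and *Gss* share 395 bases, and since it is not stated whether the counting kept the strands apart, part of the counts of one gene may come from the other. Which of the 2 genes that concerns was not tested. For both genes the paper reports RT-qPCR trends like those of the sequencing. Its *Acss2* amplicon lies outside the annotated span of *Gss*, while its *Gss* amplicon lies partly within the span of *Acss2*. This argues against a rise of *Acss2* that came from shared counts alone, and leaves open how much they add.

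The counts of low-expressed genes are uneven. If each sequenced fragment added 4 counts, most counts of 1 to 20 in single-exon genes would be multiples of 4, but 30.3% were, against 25% by chance, so that simple form was not seen. In the 3304 single-exon genes longer than 1500 bases, a limit set after looking at the values, 864 values of 4 stand against 122 of 3 and 74 of 5, so that 81.5% of these were 4. The values of 8 numbered 432, against 114 of 7 and 61 of 9. A candidate explanation is that each fragment adds close to 4 counts and less where part of it lies outside the gene, which was formed and tested on the same values. With the counts divided by 4, 808 genes were higher and 863 lower.

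The mean log2 level of the secondary inflammatory response list minus that of the primary list, written as genes that respond early to LPS, was -1.71 ± 0.33 in the DMSO + LPS + ATP group and -5.16 ± 0.29 in the DI + LPS + ATP group (SD, n = 3, two-sided exact permutation p = 0.1, the smallest the design allows). Whether each member responds early or late was not checked, *Nfkbiz* of the secondary list included. The secondary list holds *Csf2*, which was at the floor in all DI + LPS + ATP libraries. Its log2 fold change of -11.47 was the lowest of the list and widens the difference between the groups. The comparison was not run without this gene. No explanation of the difference was tested.

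Without any fold threshold, 4915 of the 11809 tested genes had an unadjusted P under 0.05 and 3657 an adjusted one. The median log2 fold change of all tested genes was -0.014. *Gapdh*, the reference of the RT-qPCR, had a log2 fold change of -0.019 (standard error 0.15, adjusted P = 0.936 from edgeR), at 16.2 FPKM in both groups.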
